# The Histone Deacetylase Inhibitor Suberoylanilide Hydroxamic Acid Alleviates Salinity Stress in Cassava

**DOI:** 10.3389/fpls.2016.02039

**Published:** 2017-01-09

**Authors:** Onsaya Patanun, Minoru Ueda, Misao Itouga, Yukari Kato, Yoshinori Utsumi, Akihiro Matsui, Maho Tanaka, Chikako Utsumi, Hitoshi Sakakibara, Minoru Yoshida, Jarunya Narangajavana, Motoaki Seki

**Keywords:** cassava, high salinity stress, epigenetics, histone modification, suberoylanilide hydroxamic acid (SAHA)

## Abstract

Cassava (*Manihot esculenta* Crantz) demand has been rising because of its various applications. High salinity stress is a major environmental factor that interferes with normal plant growth and limits crop productivity. As well as genetic engineering to enhance stress tolerance, the use of small molecules is considered as an alternative methodology to modify plants with desired traits. The effectiveness of histone deacetylase (HDAC) inhibitors for increasing tolerance to salinity stress has recently been reported. Here we use the HDAC inhibitor, suberoylanilide hydroxamic acid (SAHA), to enhance tolerance to high salinity in cassava. Immunoblotting analysis reveals that SAHA treatment induces strong hyper-acetylation of histones H3 and H4 in roots, suggesting that SAHA functions as the HDAC inhibitor in cassava. Consistent with increased tolerance to salt stress under SAHA treatment, reduced Na^+^ content and increased K^+^/Na^+^ ratio were detected in SAHA-treated plants. Transcriptome analysis to discover mechanisms underlying salinity stress tolerance mediated through SAHA treatment reveals that SAHA enhances the expression of 421 genes in roots under normal condition, and 745 genes at 2 h and 268 genes at 24 h under both SAHA and NaCl treatment. The mRNA expression of genes, involved in phytohormone [abscisic acid (ABA), jasmonic acid (JA), ethylene, and gibberellin] biosynthesis pathways, is up-regulated after high salinity treatment in SAHA-pretreated roots. Among them, an *allene oxide cyclase* (*MeAOC4*) involved in a crucial step of JA biosynthesis is strongly up-regulated by SAHA treatment under salinity stress conditions, implying that JA pathway might contribute to increasing salinity tolerance by SAHA treatment. Our results suggest that epigenetic manipulation might enhance tolerance to high salinity stress in cassava.

## Introduction

Cassava (*Manihot esculenta* Crantz) originated in South America and is an important root crop, of which worldwide cultivation has progressed throughout tropical and subtropical regions (Olsen and Schaal, 1999). This perennial crop grows a starchy root, with starch making up 70–90% of the total dry weight (El-Sharkawy, 2004; Nuwamanya et al., 2008). Over 500 million people use cassava root starch as a source of carbohydrates (FAO, 1998; El-Sharkawy, 2004). Moreover, cassava has multiple applications including as animal feed and as a raw material for biofuel production, which contributes to building a sustainable ecosystem (Fu et al., 2016).

Soil salinity is one of the leading factors that hinder crop production globally, and development of cassava plants that are more tolerant to salinity stress is required (Carretero et al., 2008). It is well known that soil salinity affects plant cells in two ways: water deficit caused by high concentrations of salt in soil leading to decreasing water uptake by roots (osmotic stress); and high accumulation of salt in the plant, which alters Na^+^/K^+^ ratios as well as leading to excessive Na^+^ and Cl^−^ content (ion cytotoxicity; Munns and Tester, 2008; Julkowska and Testerink, 2015). Previous studies have revealed that several mechanisms such as maintenance of ion homeostasis, accumulation of compatible solutes, hormonal control, antioxidant systems, and Ca^2+^ signaling are essential for plants to survive under high salinity stress (Jia et al., 2015). Based on those findings, genetic engineering and conventional breeding have been widely used to develop salt-tolerant plants. To improve salt tolerance of transgenic plants, genes involved in several pathways against salt stress have been used as targets for expression modification. These include transporters for ion homeostasis such as NHX1 (Apse et al., 1999), SOS1/2/3 (Shi et al., 2003; Yang et al., 2009), and HKT1 (Mølle et al., 2009); and for the accumulation of osmolytes such as proline (Kishor et al., 1995) and glycine betaine (Sakamoto and Murata, 1998); late embryogenesis abundant (LEA) proteins (Xu et al., 1996); and enzymes for antioxidant synthesis such as GST/GPX (Roxas et al., 1997) and SOD (McKersie et al., 1999).

In addition to osmolytes, treatment with small molecules such as plant hormones has been used to enhance salt tolerance in plants. It is reported that the use of salicylic acid (SA) increases tolerance to drought and salt stress in wheat (Shakirova et al., 2003). In Arabidopsis, β-aminobutyric acid (BABA) functions as priming effect on abscisic acid (ABA) responses for drought and salinity stress, resulted in increasing these stress tolerance (Jakab et al., 2005). These results show that application of small molecules allows the improvement of plant traits responsible for stress tolerance, particularly for crops in which it is difficult to introduce traits by transformation or crossing. Furthermore, constitutive expression of stress responsive genes often induces growth inhibition. Treatment with small molecules during the optimized period may have the advantage of minimizing the growth inhibition, because stopping small-molecules application can release from the growth inhibition.

Histone deacetylase (HDAC) inhibitors are effective small molecules against environmental stresses. HDAC controls the level of histone acetylation with histone acetyltransferase (HAT; Seto and Yoshida, 2014; Verdin and Ott, 2015). Histone acetylation is one of the histone modifications involved in epigenetic regulation, and recent evidence has increasingly revealed that the balance of histone acetylation plays a pivotal role in response to salinity stress (Kim et al., 2015). For example, the transcriptional co-activator *ADA2b* is a component of several multiprotein HAT complexes that contain GCN5 as their catalytic subunit. The mutant *ada2b* shows hypersensitivity to salt. This result suggests that *ADA2b* is involved in the regulation of histone acetylation levels for salt-induced genes through the modulation of HAT activity (Kaldis et al., 2010). Conversely, the loss of an HDAC, HDA9, resulted in reduced sensitivity to salt and drought stresses in *Arabidopsis* (Zheng et al., 2016). These studies imply that modulation of induced histone acetylation is inextricably linked to salinity stress response, although other histone modifications such as methylation are also known to be involved (Shen et al., 2014; Kim et al., 2015; Asensi-Fabado et al., 2016). Interestingly, the HDAC inhibitor, Ky-2, can increase gene expression for an ion transporter (*SOS1*) and an enzyme involved in osmolyte accumulation (*P5CS*), leading to increased tolerance to salt stress (Sako et al., 2016). Therefore, there is the possibility that HDAC inhibitors could be used to manipulate crops and obtain desired characteristics.

In this study, we attempt to enhance tolerance to high salinity in cassava using the commercially available HDAC inhibitor suberoylanilide hydroxamic acid (SAHA, vorinostat; Dokmanovic et al., 2007). The survival rate shows that SAHA helps cassava become less sensitive to high salinity stress. Immunoblotting analysis reveals that SAHA induces hyperacetylation of histones H3 and H4 in roots. Transcriptome analysis using a microarray revealed that mRNA expression of genes, involved in phytohormone ABA and jasmonic acid (JA) biosynthesis pathways, is strongly induced under high salinity stress condition. In addition to above two phytophormone pathways, SAHA treatment is likely to enhance ethylene and gibberellin biosynthesis pathways. Among them, an *allene oxide cyclase* (*MeAOC4*) catalyzing a crucial step in JA biosynthesis is strongly up-regulated. We discuss which pathway plays a pivotal role in inducing tolerance to salinity stress by SAHA treatment in cassava. Taken together, our results provide fundamental information on the high salinity stress response and suggest the possibility that the epigenetic manipulation via HDAC inhibition might be applicable for increasing tolerance to high salinity stress in cassava.

## Materials and methods

### Plant materials and growth conditions

Cassava cultivar TMS60444 was asexually propagated in a plastic pot with Murashige and Skoog (MS) media (pH5.8, KOH) containing 4.4 g L^−1^ MS salts (Murashige and Skoog, 1962), 20 g L^−1^ sucrose, 2 μM CuSO_4_, and 3 g L^−1^ Gelrite (Wako) under a light intensity of 40–80 μmol photons m^−2^s^−1^ with a 12 h/12 h photoperiod at 28 ± 1°C. The 5-cm length shoot tops of 3-month-old cassava plantlets were cut and then transferred to liquid MS media without agar. After 1 week incubation, the plantlets showing root elongation were subjected to each analysis as follows.

### Effect of SAHA treatment on survival rate and biomass under salinity stress condition

To reveal to which extent SAHA treatment alleviates cassava plants from salinity stress, survival rate and biomass (fresh and dry weight) were measured as follows. At 1 week-incubation after the transfer of cut plantlets to liquid medium, the plantlets were incubated on liquid MS media supplemented with 100 μM SAHA (suberoylanilide hydroxamic acid: N-hydroxy-N′-phenyloctanediamide: vorinostat, from Tokyo Chemical Industry, code-H1388) for 24 h. SAHA was dissolved in dimethylsulfoxide (DMSO) and DMSO treatment served as the control for all analyses. Then, the plantlets were transferred to 200 mM NaCl containing liquid MS media for 10 days and subsequently transferred to normal liquid MS medium for 1 month to observe phenotype and count survival rate in each condition. At least 13 cassava plantlets were used for each condition. The survival rate was based on the percentage of surviving plants. Plants with regenerated leaves and green stems were counted as surviving plants, while the plants with white stems having no new leaves were counted as dead ones. The fresh weight (FW) of root and shoot samples was measured immediately after harvesting. To measure the dry weight (DW), cassava samples were incubated at 60°C for 1 week. FW and DW were measured from the regenerated plants that had 3 or more leaves. Three biological replicates were conducted for all analyses.

### Measurement of Na^+^ and K^+^ contents

The cassava samples were washed for 5 s three times using distilled water. Stems and leaves were cut separately using mineral-free carbon knives (Feather 5) and kept at −80°C until use. Analytical measurement of ^23^Na and ^39^K content was conducted using an inductively coupled plasma mass spectrometer (ICP-MS; NexION300, Perkin Elmer). Firstly, the cassava samples were dried using a freeze dryer for 3 days. The cassava sample weight was measured. Then 5 mL of conc. HNO_3_ was added to the cassava samples. The cassava samples were incubated with concentrated HNO_3_ overnight. After that, the cassava samples were digested using a microwave sample preparation system (MultiWave-3000, Perkin Elmer). All samples were completely digested prior to running on the ICP-MS. The digested samples were adjusted to a volume of 50 mL with Milli-Q water, then filtered through 5B filter paper (Advantec). The ICP-MS analysis was carried out as described previously (Itouga et al., 2014). Three independent biological replicates were generated for each condition. Na^+^ and K^+^ content were analyzed statistically with a *t*-test.

### Protein extraction and immunoblotting analysis

The leaf and root samples were ground using a Multi-beads shocker (Yasui Kikai) and 200 μL of 2 × Laemmli sample buffer [2% SDS, 50.4% (w/v) glycerol, 0.02 M Tris-HCl (pH 6.8) with 2% 2-mercaptoethenol] was immediately added to the powder. The mixture was heated at 95°C for 3 min then placed on ice for 5 min, and centrifuged at 4°C for 10 min at 14,000 × g. The protein supernatant was transferred to a new tube, and separated by 12.5% SDS-PAGE gel electrophoresis. After gel electrophoresis, the protein was blotted on equilibrated Immobilon-P PVDF membrane (Millipore). Then the blotted membrane was blocked using 5% skim milk at room temperature for 1 h. Next, the membrane was incubated at 4°C overnight for the primary antigen–antibody interaction. Secondary antibodies were incubated with the membrane for 1 h at room temperature. Finally, detection was carried out using an ImageQuant LAS 4000 (GE). Primary antibodies were H3 (Abcam, 1791), H4 (Abcam, 10158), acH3 (Merck Millipore, 06-599), and acH4 (Merck Millipore, 06-866), diluted 1:5000, 1:3000, 1:2000, and 1:5000, respectively. The secondary antibody was goat anti-rabbit IgG (GE, NA931), diluted 1:25,000.

### RNA extraction

Total RNA was extracted using Plant RNA Isolation Reagent (Invitrogen) following spin-column RNA precipitation using RNeasy Plant Mini Kit (Qiagen). Briefly, the sample tissues were ground into fine powder using a Multi-beads shocker. The tissue powder was used for RNA extraction using Plant RNA Isolation Reagent according to the manufacturer's instruction (Invitrogen). To clean the RNA solution, after adding 20 μL of RNase-free water to the RNA pellet, the RNA solution was purified using spin-column RNA precipitation followed by addition of RNase-Free DNase (Qiagen). In order to remove contaminated DNA completely, the process for RNA purification using spin-column RNA precipitation with DNase treatment was repeated twice. All samples were stored at −80°C until use.

### Microarray analysis

For microarray analysis, the plantlets were treated with 100 μM SAHA for 24 h, followed by treatment with 200 mM NaCl for 2 or 24 h. The quality of total RNA was evaluated using a Bioanalyzer system (Agilent). Microarray analysis was performed according to the procedure of Utsumi et al. (2012). Briefly, total RNA was labeled with cyanin-3 (Cy3) using the Quick Amp Labeling kit (Agilent Technologies). Next, the Cy3-labeled cRNA was fragmented and hybridized to the Agilent microarray (GPL14139; Utsumi et al., 2016). After hybridization, the microarrays were washed and immediately scanned on an Agilent DNA Microarray Scanner (G2505B) using one color scan setting for 8 × 60 K array slides. Feature Extraction software (Ver. 9.1, Agilent Technologies) was used to process the digital images. Three independent experiments were performed for each condition. After normalization, microarray probes were detected based on one-way ANOVA with Benjamini–Hochberg correction (FDR) < 0.0001. An AGI gene code is shown in Tables 1–**6**, if the protein encoded in each gene (probe ID) has the sequence similarity with those in *Arabidopsis* at *E* ≤ 1 × 10^−5^. The *E*-value for each probe ID is available in Tables S1–S5. Gene ontology (GO) analyses were carried out using agriGO at http://bioinfo.cau.edu.cn/agriGO/. The information from the microarray data is available on the GEO website (GEO ID: GSE84715).

**Table 1:** **List of top 40 cassava genes upregulated (log_**2**_ ratio > 1; FDR < 0.0001) in roots by treatment with 200 mM NaCl for 2 h in non-SAHA-pretreated plants**.

**ProbeID**	**AGI code^a^**	**Encoded proteins/other features^b^**	**w/o SAHA^c^**	**FDR**
			**log_2_ ratio (2 h NaCl/0 h NaCl)**	
RknMes02_006505	AT1G52690	Late embryogenesis abundant protein (LEA) family protein	10.250	3.36E-06
RknMes02_053823	AT2G42850	Cytochrome P450, family 718	8.743	2.44E-07
RknMes02_033569	AT3G63060	EID1-like 3	8.738	3.62E-05
RknMes02_025528	AT3G14440	Nine-cis-epoxycarotenoid dioxygenase 3	8.526	4.44E-05
RknMes02_038832	AT3G24310	Myb domain protein 305	8.298	1.01E-05
RknMes02_057161	AT4G33467	Unknown protein	8.062	1.13E-05
RknMes02_052347	AT3G51810	Stress induced protein	6.657	7.15E-05
RknMes02_056041	AT3G30210	Myb domain protein 121	6.620	1.01E-06
RknMes02_051689	AT4G35680	Arabidopsis protein of unknown function (DUF241)	6.399	1.88E-05
RknMes02_039694	AT3G03341	Unknown protein	6.309	6.19E-06
RknMes02_008877	AT4G31240	Protein kinase C-like zinc finger protein	5.793	7.87E-06
RknMes02_003939	AT5G51760	ABA-hypersensitive germination 1	5.679	5.34E-05
RknMes02_027987	AT1G60420	DC1 domain-containing protein	5.659	6.85E-06
RknMes02_056865	AT3G61060	Phloem protein 2-A13	5.645	2.96E-05
RknMes02_055843	AT5G59190	Subtilase family protein	5.563	2.73E-05
RknMes02_054690	AT4G11360	RING/U-box superfamily protein	5.531	4.68E-06
RknMes02_026274	AT5G40390	Raffinose synthase family protein	5.531	3.30E-06
RknMes02_055373	AT3G55646	Unknown protein	5.518	1.07E-05
RknMes02_009395	AT2G40170	Stress induced protein	5.427	9.73E-05
RknMes02_056706	AT1G11530	C-terminal cysteine residue is changed to a serine 1	5.401	1.08E-05
RknMes02_028787	AT1G19640	Jasmonic acid carboxyl methyltransferase	5.366	3.94E-06
RknMes02_017023	AT4G16160	ATOEP16-2, ATOEP16-S	5.332	8.36E-07
RknMes02_019566	AT4G27450	Aluminum induced protein with YGL and LRDR motifs	5.239	3.25E-05
RknMes02_010142	AT5G66110	Heavy metal transport/detoxification superfamily protein	5.097	5.83E-06
RknMes02_002573	AT5G59220	Highly ABA-induced PP2C gene 1	5.084	4.68E-05
RknMes02_055268	AT4G25410	Basic helix-loop-helix (bHLH) DNA-binding superfamily protein	5.070	1.15E-05
RknMes02_031261	AT4G27410	Responsive desiccation 26	5.040	1.01E-05
RknMes02_010484	AT5G57050	ABA insensitive 2	5.009	3.93E-05
RknMes02_006418	AT1G18100	Mother of FT and TFL1	4.998	4.15E-06
RknMes02_013801		Ethylene-responsive transcription factor15-related	4.960	4.62E-05
RknMes02_034838	AT2G29380	Highly ABA-induced PP2C gene 3	4.949	1.08E-05
RknMes02_006068	AT1G07430	Highly ABA-induced PP2C gene 2	4.937	7.43E-06
RknMes02_038687	AT5G42290	Transcription activator-related	4.840	8.20E-07
RknMes02_051430	AT5G23960	Terpene synthase 21	4.821	2.45E-05
RknMes02_035128	AT1G44446	Arabidopsis thaliana Chlorophyll A Oxygenase	4.785	8.07E-05
RknMes02_056689	AT3G59850	Pectin lyase-like superfamily protein	4.766	4.17E-06
RknMes02_023528		Protein phosphate 2C 3-related	4.718	2.74E-05
RknMes02_036024	AT5G64750	ABA repressor1	4.671	5.55E-05
RknMes02_018746		Protein phosphatase 2C	4.638	6.38E-05
RknMes02_047856	AT5G03850	Nucleic acid-binding, OB-fold-like protein	4.621	5.20E-05

a *AGI code is shown if proteins encoded in each cassava gene (probe ID) have high amino acid sequence similarity (E ≤ 10^−5^) to Arabidopsis homologs*.

b *Encoded proteins/other features indicate the putative functions of the gene products that are expected from sequence similarity. The information for the NCBI protein reference sequence with the highest sequence similarity to the probes is shown*.

c *Plants that were not pretreated with SAHA were used*.

### Quantitative real-time RT-PCR (qRT-PCR) analysis

First-strand cDNA was synthesized from 500 ng total RNA with random primers. ReverTra Ace (TOYOBO) was used for the reverse transcription reaction according to the manufacturer's instructions. Transcript levels were assayed using Fast SYBR Green Master Mix (Applied Biosystems) and a StepOnePlus Real-Time PCR System (Applied Biosystems) according to the manufacturer's protocols. Gene-specific primers were designed using the PrimerQuest tool (http://sg.idtdna.com/primerquest/Home/Index). Melting curve analysis was conducted to validate the specificity of the PCR amplification. For qRT-PCR, three biological replicates were conducted. Actin was used as reference gene to normalize data (cassava4.1_009807m). The relevant primers are listed in Table S6. Three independent biological replicates were generated for each condition. Changes in gene expression were analyzed statistically with a *t*-test.

### Construction of phylogenetic tree

An evolutionary tree was constructed using the maximum likelihood method in MEGA7 (Kumar et al., 2016). The tree was evaluated with 1000 bootstrap replicates.

## Results

### SAHA enhances salinity stress tolerance in cassava

To confirm which NaCl concentration inhibits growth in cassava, plantlets were incubated in liquid medium containing different NaCl concentrations. A concentration of 200 mM NaCl clearly inhibited the growth of cassava plantlets (Figure 1A). After transfer to 200 mM NaCl salt medium for 1 week, the plantlets' older leaves started to turn yellow. At 2 weeks after transfer to salt medium, leaves showed chlorosis at both 150 and 200 mM NaCl. After 14-d incubation with 0, 150, and 200 mM NaCl, plants showed root growth of 7.4 ± 2.1, 3.6 ± 0.8, and 1 ± 0.2 cm, respectively (Figure 1B). The 200 mM NaCl concentration was selected for further experiments.

**Figure 1:**
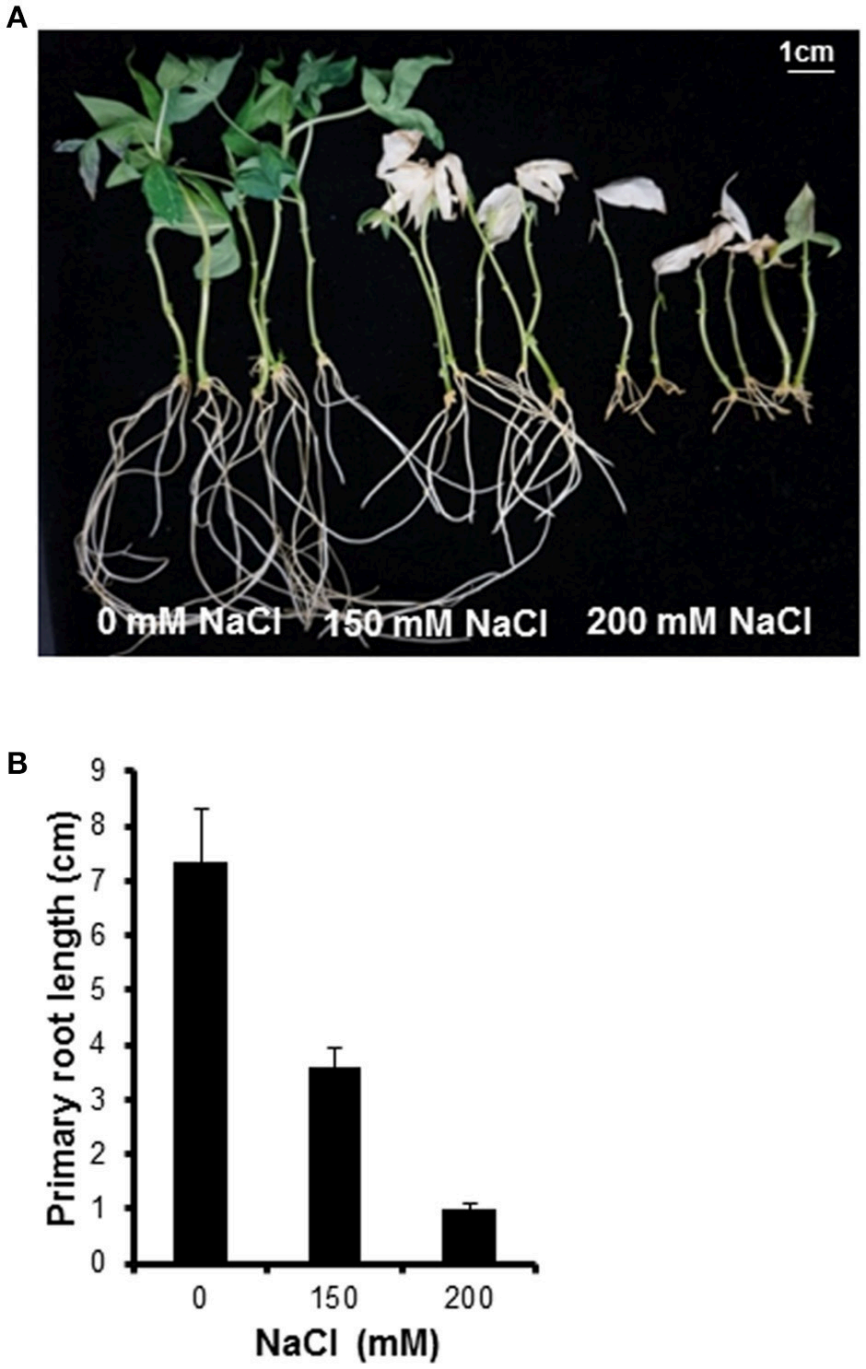
**Plant phenotype after treating with various NaCl concentrations. (A)** Morphological observation of cassava after 14-day salt stress treatment. NaCl concentrations of 0, 150, and 200 mM were used. **(B)** Inhibition of primary root elongation by salinity stress. Error bars represent the means ± SD (*n* = 5–6).

To analyze whether SAHA treatment enhances tolerance to salinity stress in cassava, we counted the survival rate of SAHA-treated plants (Figure 2A). SAHA-treated plants showed a 30.6% higher survival rate than non-treated plants under salinity stress conditions (Figure 2B). Fresh and dry weight measurement revealed that SAHA treatment increased biomass in roots (Figures 2C,D). These results suggest that SAHA treatment improves tolerance to high salinity stress in cassava.

**Figure 2:**
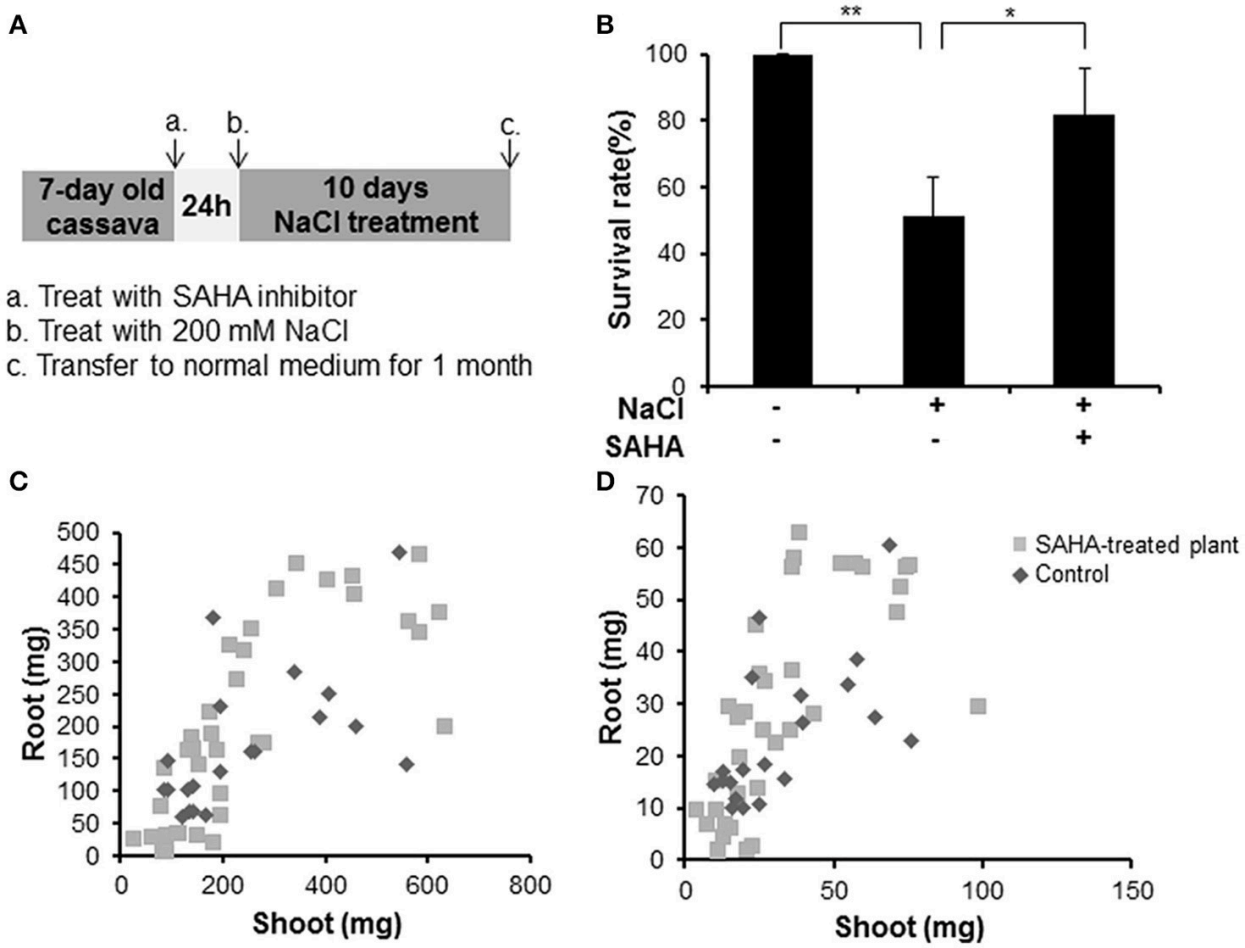
**Increase in survival rate and plant weight by SAHA treatment under high salinity stress conditions in cassava. (A)** Experimental condition. Cassava plantlets were treated with 100 μM SAHA for 24 h then subjected to 200 mM NaCl medium for 10 days. The survival rate was counted after transferring cassava to normal medium for 1 month. **(B)** Survival rate under high salinity stress of non-treated plants and SAHA-treated plants. Three independent experiments were performed (at least 13 plants per experiment). **(C,D)** Comparison of plant fresh weight **(C)** and dry weight **(D)** between non-treated plants and SAHA-treated plants. Asterisks indicate significantly different means (^*^p < 0.05, ^**^p < 0.005) as determined with a *t*-test. Error bars represent the mean ± SD.

### Concentration of Na^+^ and K^+^ in stems and leaves under high salinity stress

The concentration of sodium (^23^Na) and potassium (^39^K) in stem and leaf samples was quantitatively analyzed by ICP-MS to reveal the extent of SAHA treatment's influence on ion homeostasis under salinity stress conditions. SAHA-treated plants had reduced Na^+^ concentrations in both stems (2.9 mg g^−1^ DW) and leaves (0.87 mg g^−1^ DW) compared with those in control plants (stems and leaves: 4.36 and 1.52 mg g^−1^ DW, respectively; Figure 3A). However, there was no obvious difference in K^+^ concentrations in SAHA-treated plants and control plants, resulting in higher K^+^/Na^+^ ratios in SAHA-treated plants than in control plants (Figures 3B,C). These results suggest that SAHA treatment allows cassava to control ion homeostasis under high salinity stress conditions.

**Figure 3:**
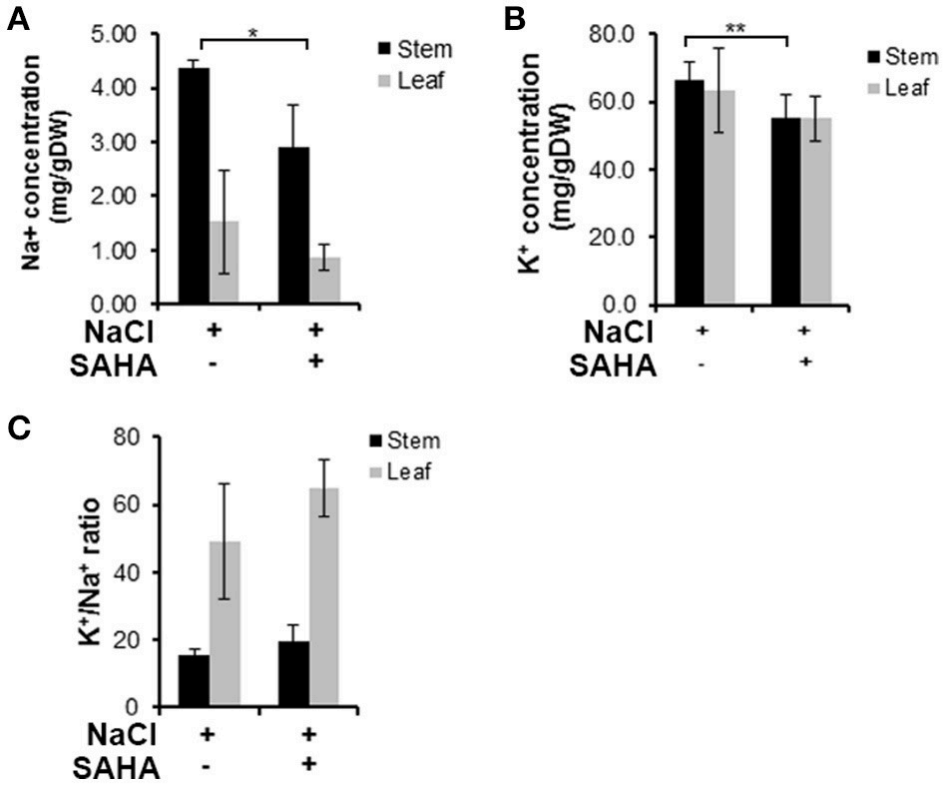
**Na^**+**^ and K^**+**^ content in stems and leaves under high salinity stress. (A,B)** Na^+^ and K^+^ concentrations in the stems and leaves of plants exposed to 100 μM SAHA then subjected to 200 mM NaCl for 2 h. **(C)** the K^+^/Na^+^ ratio of stems and leaves of cassava plants. Asterisks indicate significantly different means (^*^p < 0.02, ^**^p < 0.05) as determined with a *t*-test. Error bars represent the mean ± SD. Three independent biological replicates were performed for each condition.

### Immunoblotting analysis of histones H3 and H4 acetylation

It has so far been unclear whether SAHA functions as the HDAC inhibitor in plants. We performed immunoblotting analysis to determine whether SAHA has an effect on histone acetylation levels. Cassava plantlets treated with 100 μM SAHA for 12 or 24 h, and cassava plantlets treated with 100 μM SAHA for 24 h then subjected to 200 mM NaCl for 6 h, were used for detecting histone acetylation status. Hyperacetylation of histones H3 and H4 was detected in the SAHA-treated plants compared with the control plants, especially in root samples (Figures 4A,C). Levels of histone acetylation were significantly increased at 12 and 24 h of SAHA treatment and remained higher up to 30 h after additional NaCl treatment. In contrast to roots, the acetylation level of histone H3 in leaf samples was slightly induced at 12 h and returned to a level similar to that of non-SAHA treated plants at 24 h (Figure 4B). There was no difference in acetylation levels of histone H4 in leaves between SAHA-treated plants and control plants (Figure 4D). These results suggest that SAHA mainly induces hyperacetylation of histones H3 and H4 in the roots, which may lead to transcriptional changes that enhance tolerance to high salinity stress in cassava.

**Figure 4:**
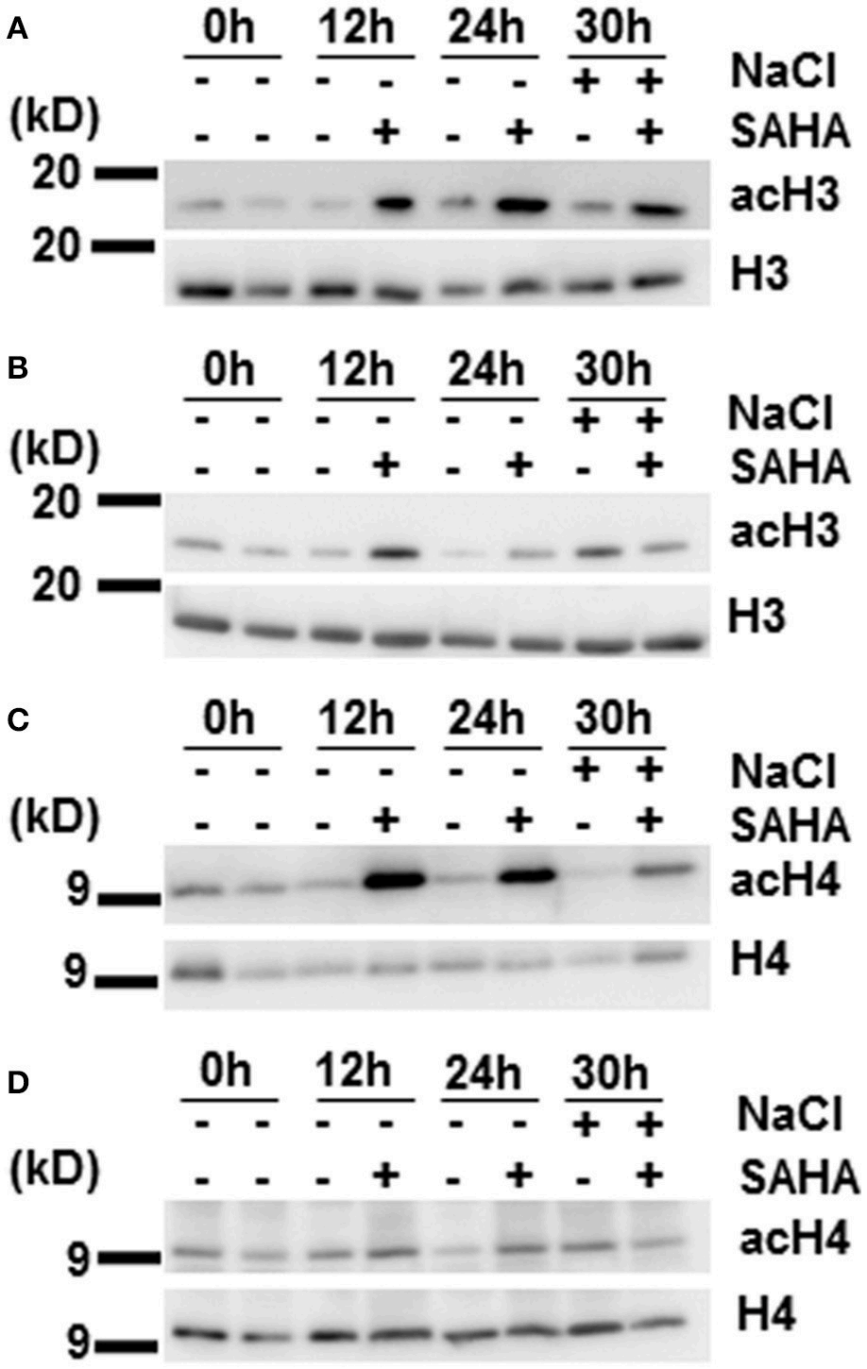
**Changes in histones H3 and H4 acetylation levels during SAHA-treatment**. Cassava plantlets were treated with 100 μM SAHA for 12 and 24 h. The 24 h SAHA treated-plants were the subjected to 200 mM NaCl for 6 h. **(A,B)** Detection of histone acetylation levels by western blotting (WB) with anti-AcH3 antibody in root **(A)** and leaf **(B)** samples. **(C,D)** The detection of histone acetylation levels by WB with anti-AcH4 antibody in root **(C)** and leaf **(D)** samples.

### Transcriptome analysis in response to salinity stress

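Transcript levels were measured on one-color Agilent microarrays with Cy3-labeled RNA from roots and leaves of cassava plantlets. The plantlets were kept for 24 h with 100 μM SAHA or without it and were sampled at 0, 2, or 24 h of treatment with 200 mM NaCl. This gave 12 groups of 3 replicates each and 36 arrays. Each array holds 61657 spots of cassava probes with RknMes02 identifiers. The 2578 probes present on 2 spots were averaged. The number of arrays limits the precision. The median share of probes flagged well above background was 65.0% in the 18 root arrays and 63.15% in the 18 leaf arrays. The lowest share, 49.13%, belonged to replicate 3 of the SAHA-treated roots at 2 h NaCl, and the other 35 arrays lay between 59.94 and 68.62%. The arrays lie on 5 slides and were scanned on 2 dates, and every 24 h array was scanned apart from the 0 and 2 h arrays. The untreated roots lie on one slide, the roots at 2 h NaCl without SAHA on another, and those at 2 h NaCl with SAHA on a further one, so comparisons between these groups are also comparisons between slides.
The authors deposited the scanner output, with the background-subtracted signal of each spot, and a table of normalized log2 values. That table equals the log2 of the processed signal minus the 75th percentile of each array, within 0.1 on the log2 scale, for 99.67 to 99.87% of the probes of an array. The same scaling was computed here from the scanner signal. The 18 arrays of each tissue were fitted together with limma, so that the 6 groups share one estimate of the spread. A probe was called changed when limma's moderated F-test over the 6 groups had a Benjamini–Hochberg FDR below 0.0001. It was called up or down in a comparison when its log2 ratio there was also above 1 or below -1. These are the thresholds of the paper, with the moderated F-test in the place of the ordinary one. Salt comparisons set NaCl-treated against untreated plants without SAHA, and SAHA comparisons set plants with and without SAHA at the same time of NaCl treatment. The adjusted p-values of single genes are from limma's contrasts. Where no array of a group had a probe well above background, the fold change against that group is a lower bound. It sets the mean of the brighter group against the mean over the dim arrays of the lowest signal of any probe well above background there, or of the probe's own signal where that was higher.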

To understand responses to salt stress and unveil the mechanism underlying increased tolerance to salinity stress under SAHA treatment in cassava, the transcriptional changes in roots and leaves were analyzed. For root samples, there were 4389 genes with significant expression changes [one-way ANOVA with Benjamini–Hochberg correction (FDR) < 0.0001] in at least one condition (Figure 5). In contrast, only 53 genes showed significant differences in mRNA expression in leaves (Table S7). These data are consistent with the results of immunoblotting analysis.

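In the 18 root arrays 4180 of the probes (7.075%) passed the F-test. At an FDR of 0.001 and 0.05 the numbers were 10675 and 28700. The methods' analysis of variance, run on the same values without moderation, called 4389 probes. The median residual SD of a probe was 0.373 on the log2 scale. Of the 4180 probes, 2996 also had a log2 ratio above 1 in size in at least 1 of the 5 comparisons. Salt treatment raised 944 probes and lowered 542 at 2 h, and it raised 456 and lowered 624 at 24 h. Among the alternatives at the same FDR, the slide as a random block moved the number of changed probes most, to 16759. The correlation within slides was -0.164 there, a sign that a shared slide effect does not give, and it lowered the standard errors. With the slide as a fixed block in a fit of all 36 arrays, chosen after the slides were seen, salt raised 88 probes and lowered 34 at 2 h. That block raised the median standard error for salt at 2 h from 0.369 to 0.683, so neither count measures the slide. The 2 groups compared at 2 h lie on different slides, so a part of the slide in these counts stays open. Leaves at 0 h without SAHA lie on the slide of the untreated roots, and those with SAHA on that of the roots at 2 h NaCl without SAHA. Between these leaf groups 4.45% of the 944 probes and 8.86% of the 542 differed by more than 1 in the direction of the change in roots. On a replicate the shares were at most 9.77 and 21.4%. Relative to all probes, the median leaf difference in that direction was 0.0838 and 0.293 (SD over leaf replicates 0.035 and 0.16). In roots the median sizes were 1.71 and 1.38, so a part alike in both tissues stays open, more so for the lowered probes. This test was also chosen after the slides were seen, and it does not separate the slide from SAHA in leaves. A fit of the 2 groups of a comparison alone called 0 probes in each comparison. Without replicate 1 of the roots at 2 h NaCl without SAHA the number of changed root probes was 1890.

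**Figure D1:**
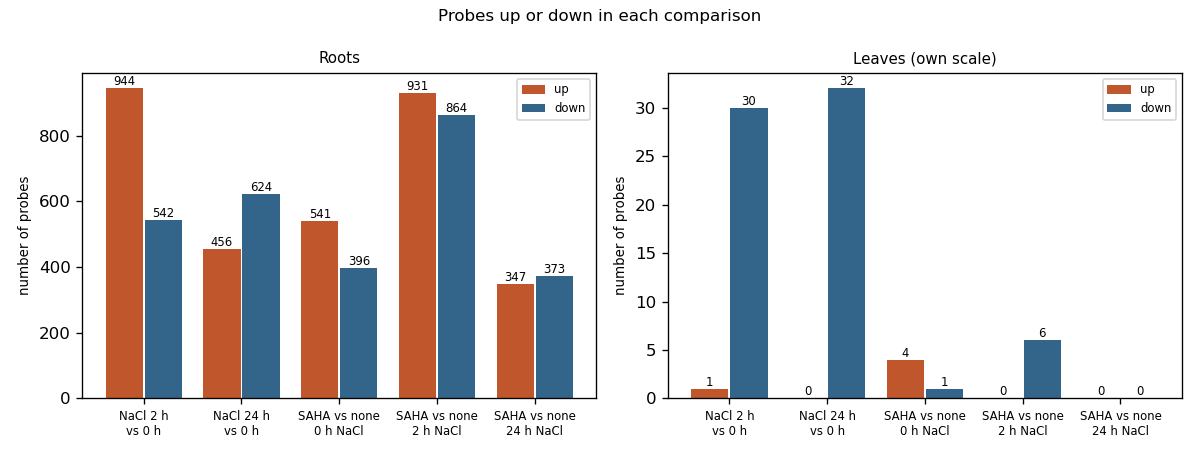
Number of probes up (orange) and down (blue) in each of 5 comparisons, in roots on the left and in leaves on the right, each panel with its own scale starting at 0. In roots the bars run from 347 to 944 probes, and in leaves from 0 to 32.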

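In the 18 leaf arrays 33 of the probes passed the same test, 209 passed at an FDR of 0.001, and 4895 passed at 0.05. The methods' analysis of variance called 1 probe. All 33 probes had a log2 ratio above 1 in size in a comparison, and most were lowered by salt, 30 at 2 h and 32 at 24 h. The probe RknMes02_004641, whose closest Arabidopsis gene in the files is AT4G08950, fell by 4.85 on the log2 scale at 2 h (standard error 0.439, limma adjusted p = 0.000843) and by 5.97 at 24 h (adjusted p = 7.83e-05), with no overlap between replicates. By the contrast's own limma adjusted p below 0.05, at any ratio, salt changed 661 leaf probes at 2 h and 3528 at 24 h. Those arrays also differ in slide, and at 24 h in scan date. The 33 probes thus do not bound the salt response of leaves in number or direction. The SAHA comparisons in leaves had 1, 0, and 0 probes with a limma adjusted p below 0.05 at 0, 2, and 24 h NaCl, against 3450, 3084, and 1798 at an unadjusted p below 0.05. Of the 53 probes listed in Table S7, 33 had an FDR below 0.0001, 46 below 0.001, and 53 below 0.05, and the 33 called probes are all in that list, which was chosen on these samples. The median residual SD was 0.386 in leaves, and for probes well above background on all arrays of the tissue it was 0.303 in leaves and 0.187 in roots. Without replicate 1 of the SAHA-treated leaves at 0 h the 18-array count of 33 fell to 0. When roots and leaves shared one estimate of the spread, in a fit of all 36 arrays, 1075 leaf probes were called. That spread draws on roots, where the brighter probes vary less, so this number can overstate the changes in leaves. The effect of SAHA at 0 h NaCl was tested for a difference between roots and leaves in a fit of all 36 arrays, and 459 probes had a limma adjusted p below 0.05. With each array left out in turn the number ran from 216 to 1304. It was 89 with the slide as a fixed block, chosen after the slides were seen, but that block links the leaf groups through a single root array. All leaf arrays at 0 h without SAHA lie on one slide and all with SAHA on another, so SAHA and slide are not separated in leaves.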

**Figure 5:**
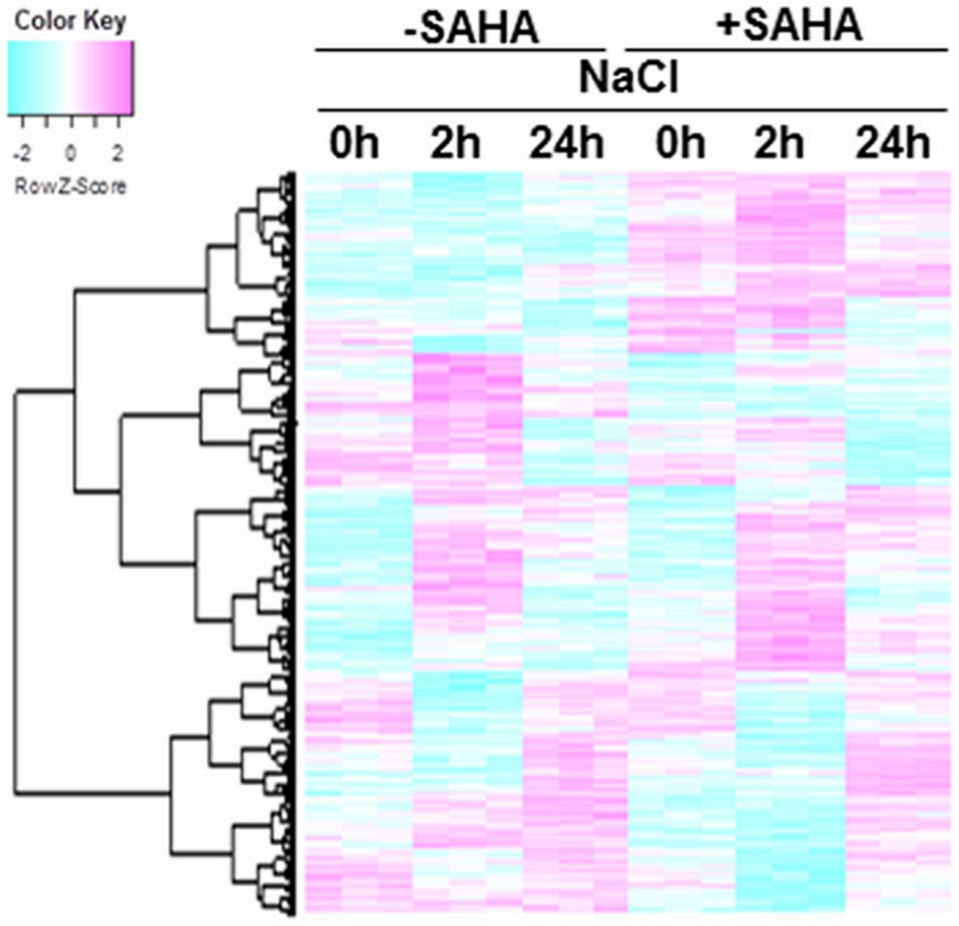
**Hierarchical cluster analysis of salt-responsive genes and SAHA-responsive genes in cassava roots**. The expression profiles of cassava genes were obtained from cassava plantlets treated with 100 μM SAHA for 24 h then subjected with 200 mM NaCl for 2 and 24 h. Transcript data was generated from 3 replicates. The heat map represents the Z-score. The key shows the Z-score region from −2 to 2. Red represents up-regulated genes while blue represents down-regulated genes. The 4389 differentially expressed genes were detected using one-way ANOVA, BH FDR < 0.0001.

The heatmap shows significant differences among treatment conditions in root samples. According to their expression profiles, genes differentially expressed in roots can be divided into five classes (Figures 6A–E). 

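The changed probes with a value on every root array were scaled over the 18 root arrays to a mean of 0 and an SD of 1 and clustered on 1 minus their correlation with average linkage, a choice made here because the paper's text does not name one. Cut into 5 classes, they gave groups of 1154, 986, 738, 655, and 646 probes. Which pattern made up the largest class depended on the setting. It was the probes higher with SAHA with k-means (1120), on the deposited table (1229), and among probes with a log2 ratio above 1 in size only (889), and probes lower with SAHA at each time under quantile normalization (1797). With complete linkage it was a class highest at 2 h NaCl without SAHA (1078). With dim probes left out, which changes the number of probes clustered, it was a class higher at 2 h NaCl than at 0 h with and without SAHA (2326), as in the clustering used here.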

GO analysis was used to gain an overview of the functions of genes in each class. Class 1 contains SAHA-unaffected genes with functions assigned to GO:0000003 (reproduction), GO:0009791 (post-embryonic development), and GO:0008152 (metabolic process; Figure 6A). Class 2 contains genes up-regulated by SAHA treatment. 

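A class of 986 probes had higher mean scaled values with SAHA than without it at every time. The means were 0.674 with SAHA and -0.635 without it at 0 h, 1.14 and -1.07 at 2 h, and 0.432 and -0.536 at 24 h. MeAOC4 and MeCOMT1 belong to this class. With k-means a class of 1120 probes had the same order at each time and held both genes.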

GO enrichment analysis revealed that the majority of the genes in this group belong to GO:0050896 (response to stimulus), GO:0044237 (cellular metabolic process), and GO:0044238 (primary metabolic process; Figure 6B). 

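A class of 655 probes was lower with SAHA at each time of NaCl treatment. Its mean scaled value was -0.814 with SAHA and 0.348 without it at 0 h, -1.24 and 0.891 at 2 h, and 0.0232 and 0.788 at 24 h. In a class of 646 probes the means at 24 h were -1.23 with SAHA and -0.807 without it, while both were above 0 at 2 h. In a class of 738 probes the means at 2 h were -1.05 and -0.875, against 0.356 and 0.641 at 0 h.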

Classes 3 and 4 contain genes down-regulated by the effect of SAHA treatment at 2 h and 24 h NaCl treatment. Salt stress-unresponsive genes and transient salt stress-responsive genes were enriched in class 3 (Figure 6C) and class 4 (Figure 6D), respectively. GO enrichment analysis indicated that GO:0051179 (localization), GO:0006810 (transport), GO:0016043 (cellular component organization), and GO:0048856 (anatomical structure development) are included in class 3, whereas GO:0051179 (localization) and GO:0006810 (transport) are included in class 4. Class 5 contains the most genes (1103 genes). 

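The class raised by salt at 2 h held 1154 of the changed probes (27.6%), the most of the 5 classes with average linkage, and with k-means a class of that pattern held 963. Its mean scaled value rose from -1.04 in the untreated roots to 0.888 at 2 h NaCl and was -0.273 at 24 h. With SAHA the means were -0.615 at 0 h, 0.983 at 2 h, and 0.0528 at 24 h.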

Class 5 is a group of salt-responsive genes that are up-regulated at 2 h under both NaCl and SAHA treatment. Several gene ontology (GO) categories were enriched among these genes, such as GO:0006950 (response to stress), GO:0009414 (response to water deprivation), GO:0009651 (response to salt stress), GO:0009737 (response to abscisic acid stimulus), and GO:0006082 (organic acid metabolic process; Figure 6E).

**Figure 6:**
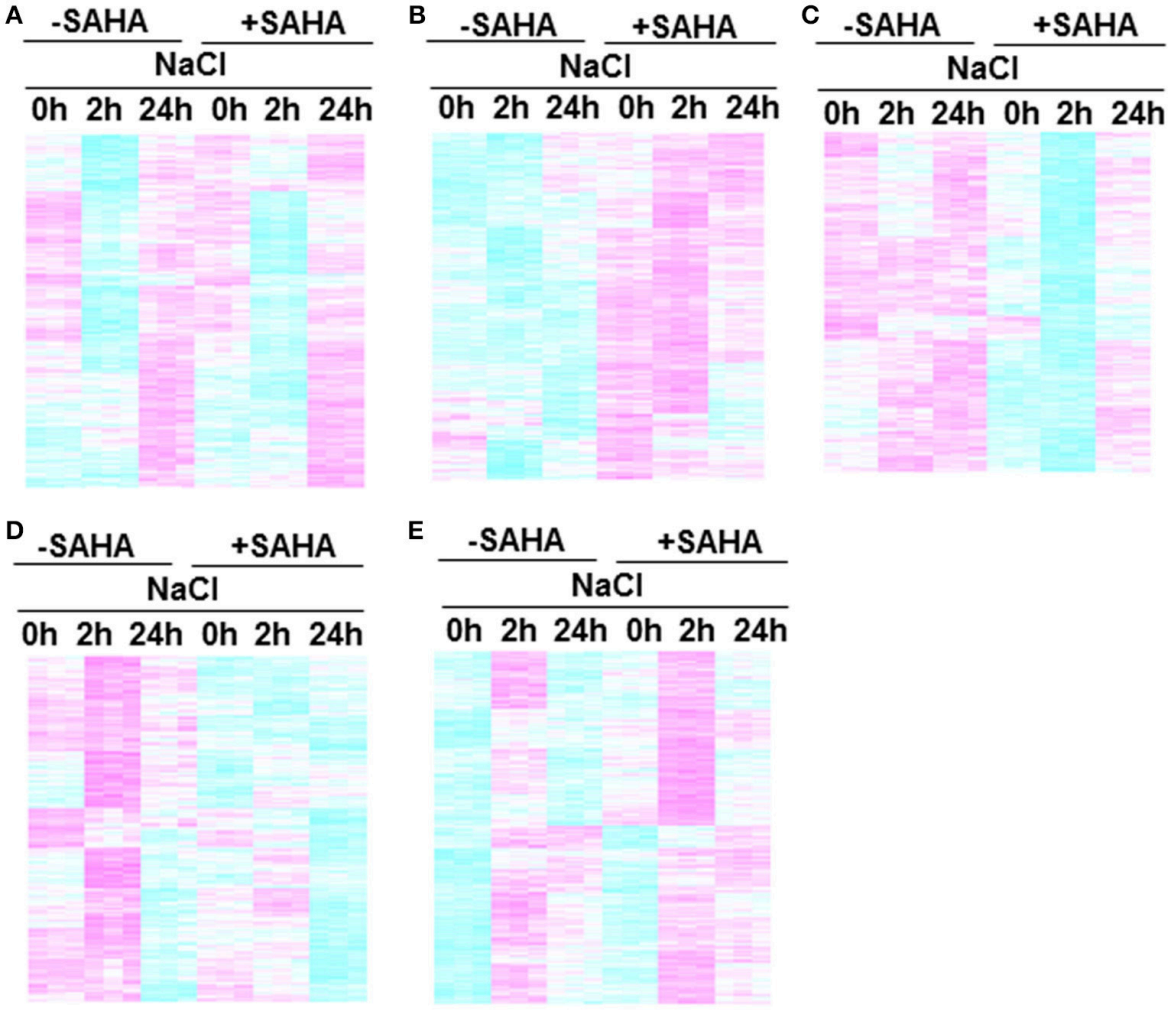
**Clustering of genes in root transcriptome**. Each cluster includes genes that responded to treatment conditions: **(A)** Class 1, SAHA-unaffected genes; **(B)** Class 2, genes up-regulated by SAHA treatment; **(C)** Class 3, enriched salt-stress unresponsive genes down-regulated at 2 h after NaCl addition in SAHA-pretreated plants **(D)** Class 4, enriched salt-stress responsive genes down-regulated at 2 h after NaCl addition in SAHA-pretreated plants, **(E)** Class 5, salt-responsive genes up-regulated at 2 h after NaCl addition in SAHA-pretreated plants.

### Genes related to salinity stress response in cassava

As GO ontology analysis revealed, class 5 contains high salinity stress-responsive genes involved in ABA biosynthesis and signal transduction, including homologs of *Arabidopsis* genes *NCED3* (*MeNCED3*: RknMes02_025528: cassava4.1_026283m, Tables 1, 2), *EDL3* (*MeEDL3*: RknMes02_033569: cassava4.1_030886m, Tables 1, 2), *ABI1* (*MeABI1*: RknMes02_033475: cassava4.1_020355m, Tables S1, S2), *ABI2* (*MeABI2*: RknMes02_010484: cassava4.1_010060m, Tables 1, 2), and other *PP2Cs*, such as *AHG1* (*MeAHG1*: RknMes02_003939: cassava4.1_013309m, Tables 1, 2), *AHG3* (*MeAHG3*: RknMes02_013552: cassava4.1_008067m, Tables S1, S2), *HAI1* (*MeHAI1*: RknMes02_002573: cassava4.1_007998m, Table 1), *HAI2* (*MeHAI2*: RknMes02_006068: cassava4.1_007913m, Tables 1, 2), *HAB1* (*MeHAB1*: RknMes02_048414: cassava4.1_005959m, Tables S1, S2) (Ma et al., 2006). 

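In roots without SAHA, MeNCED3, a gene of ABA biosynthesis, had a log2 ratio of 8.51 at 2 h NaCl (standard error 0.915, limma adjusted p = 3.96e-05) and 3.82 at 24 h (adjusted p = 0.0143). Its probe was not well above background on any untreated root array, so that it was at least 145-fold higher at 2 h and at least 5.59-fold higher at 24 h. MeEDL3 had log2 ratios of 8.74 and 5.81, and it was well above background on 2 of 3 untreated arrays. The 7 probes of the PP2C family had log2 ratios at 2 h from 3.13 for MeHAB1 to 5.68 for MeAHG1, with limma adjusted p between 7.51e-07 and 4.39e-05. At 24 h they lay between 1.02 for MeHAB1 and 4.41 for MeAHG1. MeAHG1 and MeHAI1 were not well above background in the untreated roots, and at 2 h they were at least 14.5-fold and at least 19.3-fold higher. Replicates did not overlap for any of these 9 genes at either time, a separation that chance gives in 10% of comparisons of 3 against 3. All 9 probes fell in the class of 1154 probes. MeHAI1 was lower with SAHA at 2 h NaCl, where its log2 ratio was -2.14 (standard error 0.551, limma adjusted p = 0.012).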

In *Arabidopsis*, the salt-induced upregulation of several transcription factors including *ATAF1, ATHB12, NAP, AZF2, HSF2, RD26*, and *ATERF4*, has been reported (Ma et al., 2006; Matsui et al., 2008). In cassava, salt stress induced the expression of their homologs *MeATAF1* (RknMes02_016900: cassava4.1_013132m, Tables S1, S2), *MeATHB12* (RknMes02_016407: cassava4.1_015049m, Table 2), *MeNAP* (RknMes02_036224: cassava4.1_013467m, Tables S1, S2), and *MeRD26* (RknMes02_031261: cassava4.1_010999m, Tables 1, 2). 

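The transcription factor probes differed in size of response. MeRD26 had a log2 ratio of 5.04 at 2 h (standard error 0.412, limma adjusted p = 6.27e-06) and was at least 12.3-fold higher than in the untreated roots, where no array had it well above background. At 24 h its log2 ratio was 2.95, at least 2.89-fold. MeATHB12 had log2 ratios of 4.21 (standard error 0.433) and 3.31 at the 2 times. MeATAF1 had 1.85 (standard error 0.158) and 1.22, and MeNAP had 1.79 (standard error 0.227) and 1.05. The limma adjusted p at 24 h ran from 0.000472 for MeATAF1 to 0.00846 for MeNAP. MeNAP lies close to the log2 ratio threshold of 1 at 24 h, and its call was lost under 10 alternatives at 2 h and 11 at 24 h.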

LEA proteins, whose overexpression gives tolerance to salinity stress, are regulated by ABA in land plants and thought to function as molecular shields to prevent aggregation caused by dehydration (Shinde et al., 2012). 

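The probe of MeLEA, a late embryogenesis abundant protein, was not well above background on any of the 3 untreated root arrays. Its log2 ratio at 2 h NaCl was 10.25 (standard error 0.703, limma adjusted p = 2.28e-06), and it was at least 294-fold higher than without salt. With each root array left out in turn the log2 ratio stayed between 9.46 and 11.1. RknMes02_039111, which was also dim in the untreated roots, had a log2 ratio of 9.61 at 2 h and was at least 274-fold higher. At 24 h MeLEA had a log2 ratio of 5.89, at least 14.3-fold, and RknMes02_038832 had 6.44, at least 27.6-fold. Ratios against roots in which a probe is dim do not rank these probes.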

*MeLEA* (RknMes02_006505: cassava4.1_025947m) showed the highest the highest up-regulated gene by salt stress (Table 1, Table S1). These results suggest that ABA synthesis and its signal transduction pathway coordinate the basis of the response to salinity stress in cassava. This is consistent with previous data in *Arabidopsis* (Matsui et al., 2008).

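The 14 genes named for ABA synthesis, ABA signaling, the transcription factors, and MeLEA were all called up in roots without SAHA at both 2 h and 24 h NaCl. Their median log2 ratio was 4.97 at 2 h and 3.24 at 24 h, and each had a limma adjusted p below 0.05 at both times. The paper picked these genes from the same arrays, so their number is not independent evidence. The 24 h arrays differ from the 0 h arrays in scan date as well as in treatment. With SAHA alone 3 of the 14 genes were called up. SAHA lowered 1 of them at 2 h NaCl and raised 2 at 24 h NaCl. By limma's adjusted p of the comparison itself, 2 of the 14 genes lay below 0.05 for SAHA alone, 3 at 2 h NaCl, and 0 at 24 h NaCl, and the median log2 ratios of the 14 genes there were -0.0616 and 0.441. From the salt response of these genes, the paper proposes that ABA synthesis and signaling are the basis of the cassava response to salinity stress.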

**Table 2:** **List of top 40 cassava genes upregulated (log_**2**_ ratio > 1; FDR < 0.0001) in roots by treatment with 200 mM NaCl for 24 h in non-SAHA-pretreated plants**.

**ProbeID**	**AGI code^a^**	**Encoded proteins/other features^b^**	**w/o SAHA^c^**	**FDR**
			**log_2_ ratio (24 h NaCl/0 h NaCl)**	
RknMes02_038832	AT3G24310	Myb domain protein 305	6.437	1.01E-05
RknMes02_006505	AT1G52690	Late embryogenesis abundant protein (LEA) family protein	5.890	3.36E-06
RknMes02_033569	AT3G63060	EID1-like 3	5.813	3.62E-05
RknMes02_057161	AT4G33467	Unknown protein	5.701	1.13E-05
RknMes02_049529	AT3G54420	Chitinase class IV	5.653	4.12E-05
RknMes02_010887	AT2G43590	Chitinase family protein	5.245	6.27E-05
RknMes02_008877	AT4G31240	Protein kinase C-like zinc finger protein	5.162	7.87E-06
RknMes02_027987	AT1G60420	DC1 domain-containing protein	5.143	6.85E-06
RknMes02_017023	AT4G16160	ATOEP16-2, ATOEP16-S	5.118	8.36E-07
RknMes02_003939	AT5G51760	ABA-hypersensitive germination 1	4.407	5.34E-05
RknMes02_052347	AT3G51810	Stress induced protein	4.200	7.15E-05
RknMes02_010484	AT5G57050	ABA insensitive 2	4.153	3.93E-05
RknMes02_039460	AT5G59220	Highly ABA-induced PP2C gene 1	3.978	4.47E-05
RknMes02_056041	AT3G30210	Myb domain protein 121	3.893	1.01E-06
RknMes02_018746		Protein phosphatase 2C	3.850	6.38E-05
RknMes02_055947	AT1G16770	Unknown protein	3.846	1.54E-06
RknMes02_025528	AT3G14440	Nine-cis-epoxycarotenoid dioxygenase 3	3.832	4.44E-05
RknMes02_047856	AT5G03850	Nucleic acid-binding, OB-fold-like protein	3.734	5.20E-05
RknMes02_051689	AT4G35680	Arabidopsis protein of unknown function (DUF241)	3.571	1.88E-05
RknMes02_006068	AT1G07430	Highly ABA-induced PP2C gene 2	3.526	7.43E-06
RknMes02_023528		Protein phosphatase 2C 3-related	3.493	2.74E-05
RknMes02_034838	AT2G29380	Highly ABA-induced PP2C gene 3	3.479	1.08E-05
RknMes02_016407	AT3G61890	Homeobox 12**/**homeobox 7	3.312	1.38E-05
RknMes02_039694	AT3G03341	Unknown protein	3.288	6.19E-06
RknMes02_013832		Homeobox-leucine zipper protein ATHB-12-related	3.211	1.30E-05
RknMes02_035128	AT1G44446	Arabidopsis thaliana Chrolophyll A oxygenase	3.193	8.07E-05
RknMes02_053159	AT4G16835	Tetratricopeptide repeat (TPR)-like superfamily protein	3.142	8.93E-06
RknMes02_054176	AT5G20230	Blue-copper-binding protein	3.117	1.93E-05
RknMes02_048392	AT2G38940	Phosphate transporter 1;4	2.986	5.87E-06
RknMes02_010463		Homeobox-leucine zipper protein ATHB-12-related	2.957	1.26E-05
RknMes02_031261	AT4G27410	Responsive to desiccation 26	2.952	1.01E-05
RknMes02_056689	AT3G59850	Pectin lyase-like superfamily protein	2.922	4.17E-06
RknMes02_058983	AT1G24530	Transducin/WD40 repeat-like superfamily protein	2.901	1.15E-05
RknMes02_054233	AT5G42200	RING/U-box superfamily protein	2.829	4.97E-06
RknMes02_006418	AT1G18100	PEBP (phosphatidylethanolamine-binding protein) family protein	2.819	4.15E-06
RknMes02_010142	AT5G66110	Heavy metal transport/detoxification superfamily protein	2.742	5.83E-06
RknMes02_054543	AT1G60190	ARM repeat superfamily protein	2.669	3.46E-05
RknMes02_046170	AT2G43870	Pectin lyase-like superfamily protein	2.653	1.88E-05
RknMes02_009426	AT5G14860	UDP-Glycosyltransferase superfamily protein	2.641	5.69E-05
RknMes02_025204	AT1G09960	Sucrose transporter 4	2.611	9.43E-05

a *AGI code is shown if proteins encoded in each cassava gene (probe ID) have high amino acid sequence similarity (E ≤ 10^−5^) to Arabidopsis homologs*.

b *Encoded proteins/other features indicate the putative functions of the gene products that are expected from sequence similarity. The information for the NCBI protein reference sequence with the highest sequence similarity to the probes is shown*.

c *Plants that were not pretreated with SAHA were used*.

In addition to ABA, the hormones JA and methyl jasmonate (MeJA) are also involved in salt stress response. 

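In roots without SAHA, MeJMT had a log2 ratio of 5.37 at 2 h NaCl (standard error 0.402, limma adjusted p = 3.24e-06), at least 20.6-fold higher than in untreated roots, where no array had it well above background. At 24 h it was again not well above background, with a log2 ratio of 0.39 (adjusted p = 0.629). MeACX2 and MeACX3, also named for JA biosynthesis, were well above background on all of the arrays compared. They had log2 ratios of 1.26 (standard error 0.136) and 1.25 (standard error 0.154) at 2 h. The call at 2 h was lost under 3 alternatives for MeACX2 and 21 for MeACX3. At 24 h they had 0.59 and 0.65, below the threshold. In each of the 3 genes the replicates at 2 h did not overlap with those at 0 h.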

Consistent with previous reports that MeJA induces salt responsive genes in roots (Ma et al., 2006), our transcriptome analysis from root sample detected the induced mRNA expression of genes for JA/MeJA biosynthesis (*MeACX2*: RknMes02_027394: cassava4.1_002855m, Table S1; *MeACX3*: RknMes02_012214: cassava4.1_002966m, Table S1; and *MeJMT*: RknMes02_028787, cassava4.1_010155m, Table 1), suggesting that the JA signaling pathway is also involved in response to salt stress in cassava.

The expression levels of osmoprotectant biosynthesis-related genes, such as Δ*-1-pyrroline-5-carboxylate synthetase* (*P5CS*) and *raffinose synthase* were induced under salinity stress condition. *P5CS1* (*MeP5CS1*: RknMes02_003952: cassava4.1_002374m) catalyzes the rate-limiting step in the biosynthesis of proline. *MeP5CS1* was up-regulated at 2 and 24 h NaCl treatment (Tables S1, S2). 

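MeP5CS1 had a log2 ratio of 1.03 at 2 h (standard error 0.145, limma adjusted p = 0.000276) and 1.18 at 24 h (adjusted p = 0.000364), with the probe well above background on every root array compared. Both ratios lie close to the threshold of 1, and the call was lost under 13 alternatives at 2 h and 12 at 24 h. SAHA alone changed it by 0.77 (adjusted p = 0.00617).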

Soluble sugars of the raffinose family have been associated with plant response to abiotic stresses. *Raffinose synthase* (*RS*) is responsible for raffinose biosynthesis. It has been reported that high salinity stress increased *RS5* transcription (Egert et al., 2013; ElSayed et al., 2014). 

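The probe of MeRS5 was not well above background in untreated roots. At 2 h NaCl its log2 ratio was 5.53 (standard error 0.396, limma adjusted p = 2.57e-06), at least 14.2-fold higher, and at 24 h it was not well above background, with a log2 ratio of 0.84 (adjusted p = 0.195).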

The expression of *MeRS5* (RknMes02_026274: cassava4.1_002019m) was upregulated at 2 h NaCl treatment (Table S1). Proline and raffinose are likely to be synthesized and function as osmoprotectants under salinity stress in cassava.

### SAHA pretreatment-upregulated genes identified by transcriptome analysis

We identified 421 genes whose expression was upregulated by 24 h SAHA treatment (Table S3). 

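SAHA without salt raised 541 probes in roots and lowered 396. Their log2 ratios can be followed under salt, where SAHA-treated and untreated roots were compared at the same time. The median of the 541 raised probes was 1.47 at 0 h, 1.72 at 2 h (SD of the median over the SAHA-treated replicates 0.0479) and 0.978 at 24 h (SD 0.176). In leaves at 0 h the same probes had a median of 0.0914, and all probes together had 0.0847. With and without SAHA, the roots at 2 h lie on different slides. Of the 541 probes, 423 were also up at 2 h NaCl, 261 at 24 h, and 230 at all 3 times. The lowered probes had medians of -1.64, -2.08, and -1.3. The raised and lowered probes were chosen by the F-test over all 6 root groups and by the ratio at 0 h, so the medians and counts at 0, 2, and 24 h are not independent of the choice. With the threshold on the contrast's own adjusted p in place of the F-test, the number of raised probes was 83, and at an F-test FDR of 0.05 it was 1471. Without replicate 3 of the untreated roots it was 352. All arrays compared at 0 h share a slide except replicate 3 with SAHA, and without it 784 probes were raised and 648 lowered at an adjusted p of the contrast below 0.05 (929 and 702 with it), a test chosen after the slides were seen. A fit of all 36 arrays with the slide as a fixed block, chosen likewise, gave fewer, as 133 were raised and 122 lowered, against 535 and 480 in that fit without the block. Its calls also need an F-test over comparisons whose standard errors rose more, to a median of 0.683 at 2 h. By the contrast's own adjusted p below 0.05 at any ratio, 1698 probes passed without the block and 1097 with it (median standard errors 0.369 and 0.424). The fall in called probes is therefore no measure of the slide. RknMes02_058141, which was not well above background on any untreated root array, was at least 16.9-fold higher with SAHA alone.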

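Set against salt-treated roots without SAHA, SAHA-pretreated roots had 931 probes up and 864 down at 2 h NaCl, and 347 up and 373 down at 24 h. Each comparison lies within one time of NaCl treatment and one scan date, but at 2 h the arrays with SAHA lie on one slide and those without it on another, so the comparison there is also one between slides. Of the probes raised by SAHA at 0 h within 1 slide (the contrast's own adjusted p below 0.05), 71.3% were raised by more than 1 at 2 h, against 7.3% of all probes, so the slide is not the whole source for probes raised at both times. That test was chosen after the slides were seen. For the 508 raised at 2 h and not at 0 h the slide stays open. With the slide as a fixed block in a fit of all 36 arrays, chosen after the slides were seen, 159 probes were up and 147 down at 2 h, and 96 up and 118 down at 24 h, against 859, 983, 344, and 443 in that fit without the block. The block raised the median standard error from 0.369 to 0.683 at 2 h and to 0.424 at 24 h, so these falls are no measure of the slide alone. RknMes02_057300, whose closest Arabidopsis gene in the files is AT2G13810, was not well above background on any array without SAHA at these times. Its log2 ratios were 7.35 at 2 h (standard error 0.474, limma adjusted p = 8.19e-07), at least 33.3-fold, and 7.05 at 24 h, at least 28.2-fold. RknMes02_057037 was at least 263-fold lower with SAHA at 24 h. The median of all probes was 0.155 at 2 h, so the ratios there sit on a shift of that size. Without replicate 1 of the roots at 2 h NaCl without SAHA, 527 probes were up at 2 h. The number up at 24 h lay between 234 and 388 with each root array left out in turn.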

After pre-treatment of SAHA, 745 and 268 genes were upregulated by 2 and 24 h salt treatment, respectively (Tables S4, S5).

*Salt Overly Sensitive1* (*SOS1*) is a gene responsible for increased salinity tolerance in *Arabidopsis* plants treated with the HDAC inhibitor Ky-2. The HDAC inhibitor strongly induced the expression of *AtSOS1* to 5-, 3.5-, and 1.67-fold during NaCl treatment for 0, 2 and 10 h, respectively (Sako et al., 2016). Overexpression of *SOS1* enhances tolerance to salinity stress in *Arabidopsis* (Shi et al., 2003; Yang et al., 2009) and tobacco (Yue et al., 2012). SAHA treatment enhanced *MeSOS1* gene expression to 1.35-fold compared with untreated plants (Figure 7A). Although, the upregulation of *MeSOS1* gene by SAHA treatment was not so significant (Figure 7B), the slight enhanced expression of *MeSOS1* might contribute to the increased salinity stress tolerance by SAHA pretreatment in cassava.

**Figure 7:**
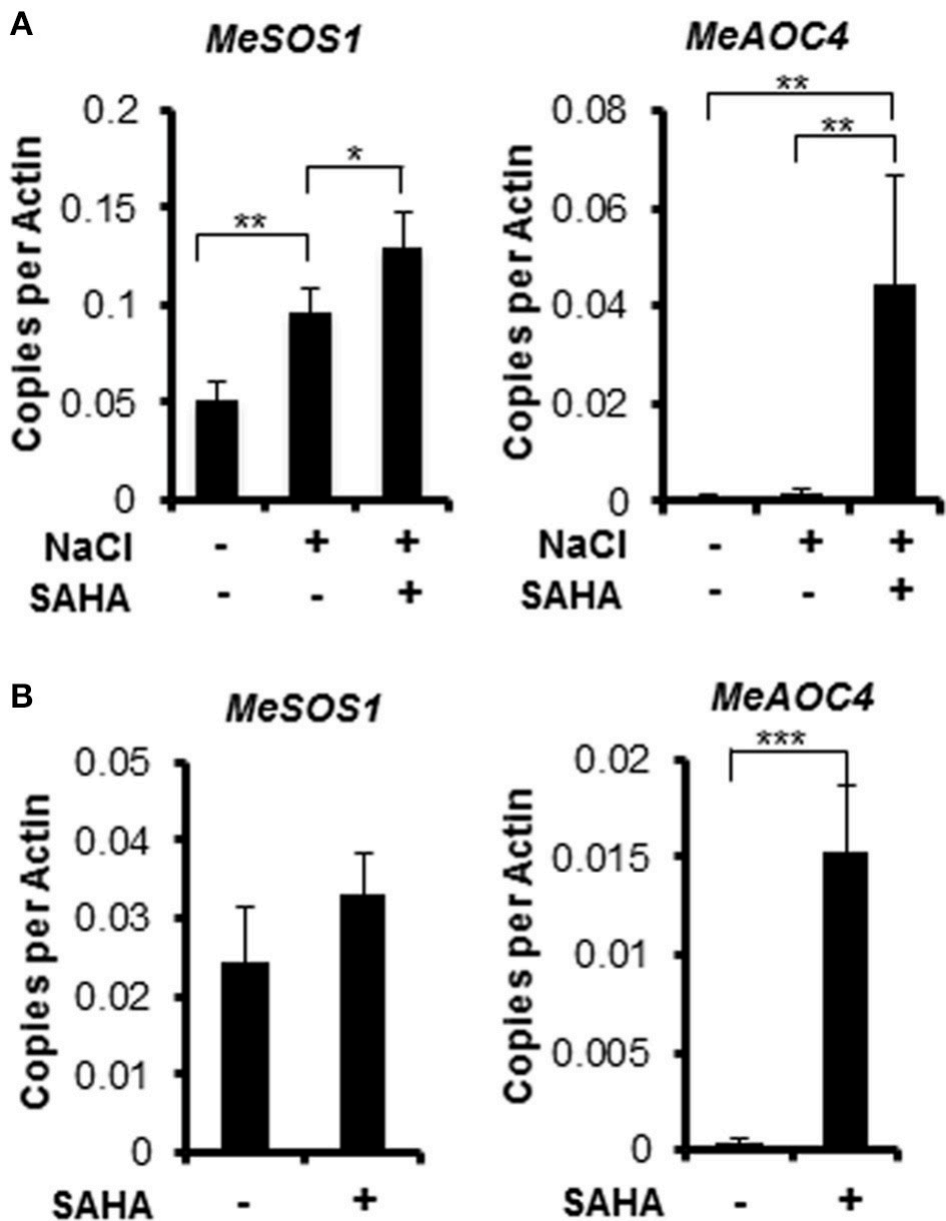
**Expression profiles of ***MeSOS1*** (***Salt Overly Sensitive 1***) and ***MeAOC4*** (***Allene Oxide Cyclase 4***) genes using quantitative real-time RT-PCR (qRT-PCR) analysis. (A)** Cassava plantlets were treated with 100 μM SAHA for 24 h then subjected to 200 mM salt medium for 2 h. **(B)** Cassava plantlets were treated with 100 μM SAHA for 24 h. Root samples were collected. Asterisks indicate significantly different means (^*^p < 0.05, ^**^p < 0.005, ^***^p < 0.001) as determined with a *t*-test. Actin was used as reference gene. Error bars represent the means ± SD. Three independent biological replicates were performed for each condition.

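Table S8 lists 20 probes for SAHA alone, 23 for SAHA at 2 h NaCl, and 12 for SAHA at 24 h NaCl, 36 different probes in all. All 55 entries were up in their comparison, both with the FDR over all probes and adjusted over the list alone. The list was chosen in the study on these samples, so that count is not independent evidence. The median log2 ratios were 1.74, 1.73, and 1.69, and the entries ranged from 1.05 to 7.35. By limma's adjusted p of the comparison itself, 17, 22, and 8 entries lay below 0.05. The number of entries called moved most with the contrast's adjusted p below 0.0001, to 19, and normexp background correction gave 33.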

Transcriptome analysis revealed that the mRNA expression of genes, involved in phytohormone [abscisic acid (ABA), jasmonic acid (JA), ethylene, and gibberellin] biosynthesis pathways, was up-regulated after NaCl treatment in SAHA-pretreated roots (Table S8). Among them, the expression of an *allene oxide cyclase* gene (*MeAOC4*: RknMes02_051874: cassava4.1_022180m) was strongly induced by SAHA treatment (Tables 3–5). 

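In roots MeAOC4 (closest Arabidopsis gene AT1G13280) had a normalized log2 signal of -4.26 ± 0.23 (SD, n = 3) without SAHA and 0.876 ± 0.23 (SD, n = 3) with it at 0 h NaCl. The log2 ratio of 5.136 had a standard error of 0.279 and a limma adjusted p of 6.48e-07. At 2 h NaCl the probe was not well above background in any root array without SAHA, and with SAHA it was at least 54.5-fold higher (limma adjusted p = 7.04e-08). At 24 h NaCl the log2 ratio was 4.706 (limma adjusted p = 1.65e-06). With each root array left out in turn, the 3 ratios stayed within 5 to 5.27, 5.87 to 6.12, and 4.41 to 5.06. In leaves at 0 h the probe was well above background on 0 of 3 arrays without SAHA and on 1 of 3 with it. The leaf ratio was not past the threshold (limma adjusted p = 0.827), and as a bound it is at least 1.09-fold. The fitted difference between the 2 tissues, 4.19 (standard error 1.06), rests on these dim leaf signals and so is no exact size. It had a limma adjusted p of 0.057 and is not past the threshold. Under some alternatives, such as normexp background correction (3.37), it is past it.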

SAHA treatment enhanced *MeAOC4* expression to 32.8-fold compared with untreated plants (Figure 7A). Previous studies have revealed that overexpression of *AOCs* can confer salinity stress tolerance to several crops (Yamada et al., 2002; Pi et al., 2009; Zhao et al., 2014). According to the current cassava genome database, *AOCs* constitute a small gene family (*MeAOC3-1*: RknMes02_049533: cassava4.1_014582m; *MeAOC3-2*: RknMes02_054684: cassava4.1_026961m; and *MeAOC4*: RknMes02_051874: cassava4.1_022180m) in cassava (Figure S1). 

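For 3 probes of the allene oxide cyclase family the salt response in roots was read from each probe apart. MeAOC3-2 had a log2 ratio of 2.84 at 2 h NaCl without SAHA (standard error 0.878, limma adjusted p = 0.037), and its replicates overlapped between 0 and 2 h. Its F-test FDR of 0.004 is above 0.0001, so it was not called, although it was at an FDR of 0.05 and by the contrast's own adjusted p. At 24 h NaCl the ratio was 0.0105 (adjusted p = 0.995), and SAHA at 24 h NaCl changed it by 3.99 (adjusted p = 0.0253). The log2 ratio of MeAOC4 was -1.05 at 2 h NaCl (adjusted p = 0.0172) and -0.25 at 24 h (adjusted p = 0.651). At 2 h this is at least 1.81-fold lower, and the call was lost in 9 of the alternative settings. MeAOC3-1 was not called, with ratios of -0.70 at 2 h (adjusted p = 0.0327) and -0.56 at 24 h (adjusted p = 0.102). Signals of different probes cannot be set against one another.

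**Figure D2:**
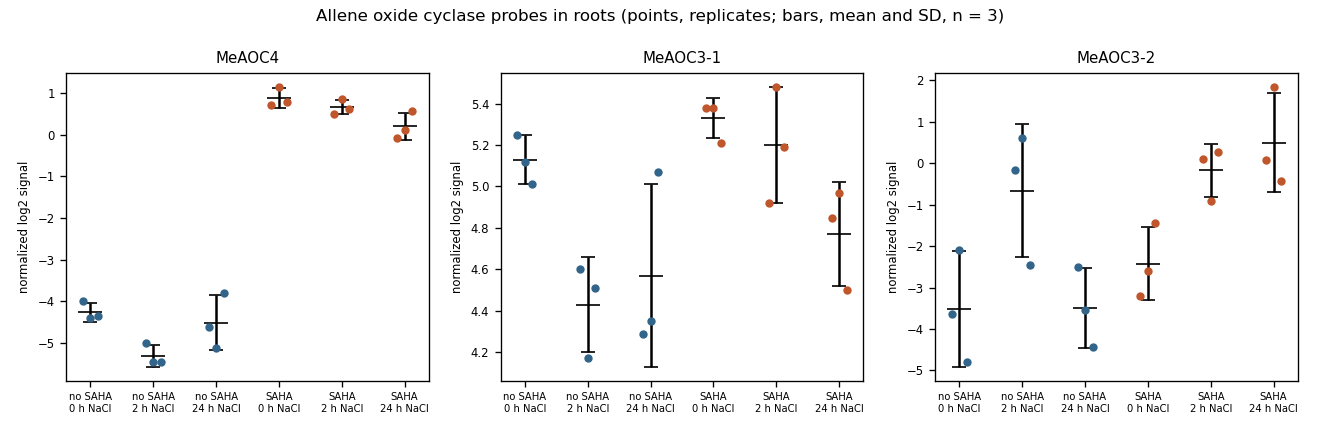
Normalized log2 signal of the MeAOC4, MeAOC3-1, and MeAOC3-2 probes in roots without SAHA (blue) and with SAHA (orange) at 0, 2, and 24 h NaCl. Points are replicates and bars show the mean and SD (n = 3), and each panel has its own scale. All SAHA-treated replicates of MeAOC4 lie above all replicates without SAHA, while those of MeAOC3-2 at 0 and 2 h NaCl without SAHA overlap.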

Our transcriptome analysis revealed that *MeAOC3-2* is a high salinity stress-responsive gene and the expression of *MeAOC4* is not upregulated by high-salinity stress (Figure S1). SAHA treatment increased the expression of *MeAOC4* to 35-fold (Figure 7B), suggesting that activation of the JA pathway mediated by overexpression of *MeAOC4* might play a pivotal role in alleviating high-salinity stress in cassava.

**Table 3:** **List of top 40 cassava genes upregulated (log_**2**_ ratio > 1; FDR < 0.0001) in roots by SAHA treatment**.

**ProbeID**	**AGI code^a^**	**Encoded proteins/other features^b^**	**log_2_ ratio (SAHA 24 h/non-treated)**	**FDR**
RknMes02_051874	AT1G13280	Allene oxide cyclase 4	5.135	1.70E-07
RknMes02_058141	AT3G06720	Importin alpha isoform 1	4.941	1.01E-06
RknMes02_055141	AT2G40210	AGAMOUS-like 48	4.914	1.18E-06
RknMes02_048392	AT2G38940	Phosphate transporter 1;4	4.837	5.87E-06
RknMes02_058688	AT3G28880	Ankyrin repeat family protein	4.808	4.22E-07
RknMes02_055845	AT3G51880	High mobility group B2///high mobility group B1	4.757	1.37E-05
RknMes02_058115	AT3G07390	Auxin-induced in root cultures 12	4.728	2.84E-05
RknMes02_001781	AT3G58110	Unknown protein	4.715	1.34E-06
RknMes02_052316	AT4G01950	Glycerol-3-phosphate acyltransferase 3	4.700	8.32E-06
RknMes02_001711	AT4G32460	Protein of unknown function, DUF642	4.685	1.13E-06
RknMes02_057300	AT2G13810	AGD2-like defense response protein 1	4.524	1.13E-06
RknMes02_055925	AT4G34135	UDP-glucosyltransferase 73B2	4.435	1.80E-06
RknMes02_054888	AT1G01690	Putative recombination initiation defects 3	4.407	5.59E-06
RknMes02_050833	AT4G39250	RAD-like 1**/**RAD-like 6	4.361	1.48E-06
RknMes02_039148		Zein-binding	4.350	1.13E-06
RknMes02_013200	AT4G34131	UDP-glucosyl transferase 73B3	4.301	3.27E-06
RknMes02_055406	AT5G17350	Unknown protein	4.299	1.08E-07
RknMes02_057295	AT4G37770	1-amino-cyclopropane-1-carboxylate synthase 8	4.083	1.20E-05
RknMes02_001575	AT4G25640	Detoxifying efflux carrier 35	4.064	1.37E-05
RknMes02_057627	AT4G32480	Protein of unknown function (DUF506)	4.056	1.66E-05
RknMes02_058010	AT5G07610	F-box family protein	4.005	7.95E-06
RknMes02_011864		Glucosyl/Glucuronosyl transferase	3.971	3.36E-06
RknMes02_057486	AT2G21220	SAUR-like auxin-responsive protein family	3.878	2.98E-07
RknMes02_024608	AT3G04620	Alba DNA/RNA-binding protein	3.876	2.89E-05
RknMes02_054063	AT1G14440	Homeobox protein 33///homeobox protein 31	3.836	7.51E-05
RknMes02_051551	AT2G33480	NAC domain containing protein 41	3.799	3.89E-06
RknMes02_057805	AT3G24060	Plant self-incompatibility protein S1 family	3.776	1.47E-05
RknMes02_048226	AT3G16380	Poly(A) binding protein 6	3.775	1.01E-05
RknMes02_055397	AT2G26140	FTSH protease 4	3.745	7.16E-06
RknMes02_001499	AT5G54160	O-methyltransferase 1	3.697	8.90E-05
RknMes02_004432	AT5G11420	Protein of unknown function, DUF642	3.646	1.65E-06
RknMes02_053062	AT1G68390	Core-2/I-branching beta-1,6-N-acetylglucosaminyltransferase family protein	3.612	6.51E-07
RknMes02_050655	AT3G04710	Ankyrin repeat family protein	3.533	5.74E-06
RknMes02_022851	AT3G47800	Galactose mutarotase-like superfamily protein	3.424	1.18E-06
RknMes02_026790	AT2G26870	Non-specific phospholipase C2	3.386	6.01E-08
RknMes02_051740	AT1G54115	Cation calcium exchanger 4	3.375	1.66E-06
RknMes02_054668	AT4G36740	Homeobox protein 40///homeobox protein 21	3.366	1.46E-06
RknMes02_053782	AT4G17380	MUTS-like protein 4	3.333	1.34E-05
RknMes02_052163	AT2G22840	Growth-regulating factor 1	3.294	3.76E-05
RknMes02_054016	AT5G42120	Concanavalin A-like lectin protein kinase family protein	3.244	1.52E-05

a *AGI code is shown if proteins encoded in each cassava gene (probe ID) have high amino acid sequence similarity (E ≤ 10^−5^) to Arabidopsis homologs*.

b *Encoded proteins/other features indicate the putative functions of the gene products that are expected from sequence similarity. The information for the NCBI protein reference sequence with the highest sequence similarity to the probes is shown*.

**Table 4:** **List of top 40 cassava genes with higher expression (log_**2**_ ratio > 1; FDR < 0.0001) in roots of SAHA-pretreated plants compared with non-SAHA-pretreated plants in the presence of NaCl for 2 h**.

**ProbeID**	**AGI code^a^**	**Encoded proteins/other features^b^**	**log_2_ ratio {(NaCl 2 h after SAHA 24 h)/(NaCl 2 h after non-SAHA 24 h)}**	**FDR**
RknMes02_057300	AT2G13810	AGD2-like defense response protein 1	7.348	1.13E-06
RknMes02_058141	AT3G06720	Importin alpha isoform 1	6.563	1.01E-06
RknMes02_051874	AT1G13280	Allene oxide cyclase 4	5.966	1.70E-07
RknMes02_052316	AT4G01950	Glycerol-3-phosphate acyltransferase 3	5.717	8.32E-06
RknMes02_055141	AT2G40210	AGAMOUS-like 48	5.695	1.18E-06
RknMes02_058688	AT3G28880	Ankyrin repeat family protein	5.456	4.22E-07
RknMes02_050833	AT4G39250	RAD-like 1/RAD-like 6	5.386	1.48E-06
RknMes02_009639	AT1G34300	Lectin protein kinase family protein	5.369	1.57E-05
RknMes02_053062	AT1G68390	Core-2/I-branching beta-1,6-N-acetylglucosaminyltransferase family protein	5.273	6.51E-07
RknMes02_057007	AT5G57620	Myb domain protein 36	5.228	3.40E-05
RknMes02_058115	AT3G07390	Auxin-induced in root cultures 12	5.167	2.84E-05
RknMes02_058010	AT5G07610	F-box family protein	4.974	7.95E-06
RknMes02_053766	AT4G33870	Peroxidase superfamily protein	4.907	1.74E-05
RknMes02_001711	AT4G32460	Protein of unknown function, DUF642	4.892	1.13E-06
RknMes02_057698	AT2G45400	NAD(P)-binding Rossmann-fold superfamily protein	4.872	3.32E-06
RknMes02_051856	AT1G35910	Trehalose-6-phosphate phosphatase	4.833	4.21E-05
RknMes02_050655	AT3G04710	Ankyrin repeat family protein	4.790	5.74E-06
RknMes02_054888	AT1G01690	Putative recombination initiation defects 3	4.788	5.59E-06
RknMes02_055406	AT5G17350	Unknown protein	4.768	1.08E-07
RknMes02_001781	AT3G58110	Unknown protein	4.741	1.34E-06
RknMes02_054063	AT1G14440	Homeobox protein 33/homeobox protein 31	4.683	7.51E-05
RknMes02_052664	AT5G64310	Arabinogalactan protein 1	4.529	4.99E-05
RknMes02_037315	AT4G00330	Calmodulin-binding receptor-like cytoplasmic kinase 2	4.438	1.88E-06
RknMes02_051803	AT3G09270	Glutathione S-transferase TAU 8	4.369	1.29E-05
RknMes02_037654	AT4G29110	Unknown protein	4.337	7.18E-06
RknMes02_051464	AT3G06240	F-box family protein	4.284	2.95E-06
RknMes02_053782	AT4G17380	MUTS-like protein 4	4.231	1.34E-05
RknMes02_049288	AT5G52060	BCL-2-associated athanogene 1	4.218	2.22E-05
RknMes02_000416	AT2G26870	Non-specific phospholipase C2	4.138	1.20E-07
RknMes02_051638	AT4G22660	F-box family protein with a domain of unknown function (DUF295)	4.008	5.43E-05
RknMes02_051551	AT2G33480	NAC domain containing protein 52	3.998	3.89E-06
RknMes02_052689	AT5G16080	Carboxyesterase 17	3.989	3.58E-05
RknMes02_020256	AT3G19270	Cytochrome P450, family 707, subfamily A, polypeptide 4	3.985	3.39E-05
RknMes02_011799	AT2G28090	Heavy metal transport/detoxification superfamily protein	3.984	4.66E-05
RknMes02_055845	AT3G51880	High mobility group B2**/**high mobility group B1	3.974	1.37E-05
RknMes02_007372		Heavy metal transport/detoxication domain-containing protein-related	3.962	3.23E-05
RknMes02_051562	AT5G64360	Chaperone DnaJ-domain superfamily protein	3.929	5.97E-08
RknMes02_054294	AT1G67810	Sulfur E2	3.918	8.44E-07
RknMes02_056535	AT5G53980	Homeobox protein 52	3.912	3.92E-06
RknMes02_055397	AT2G26140	FTSH protease 4	3.786	7.16E-06

a *AGI code is shown if proteins encoded in each cassava gene (probe ID) have high amino acid sequence similarity (E ≤ 10^−5^) to Arabidopsis homologs*.

b *Encoded proteins/other features indicate the putative functions of the gene products that are expected from sequence similarity. The information for the NCBI protein reference sequence with the highest sequence similarity to the probes is shown*.

**Table 5:** **List of top 40 cassava genes with higher expression (log_**2**_ ratio > 1; FDR < 0.0001) in roots of SAHA-pretreated plants compared with non-SAHA-pretreated plants in the presence of NaCl for 24 h**.

**ProbeID**	**AGI code^a^**	**Encoded proteins/other features^b^**	**log_2_ ratio {(NaCl 24 h after SAHA 24 h)/(NaCl 24 h after non-SAHA 24 h)}**	**FDR**
RknMes02_057300	AT2G13810	AGD2-like defense response protein 1	7.049	1.13E-06
RknMes02_058115	AT3G07390	Auxin-responsive family protein	5.000	2.84E-05
RknMes02_051874	AT1G13280	Allene oxide cyclase 4	4.707	1.70E-07
RknMes02_057486	AT2G21220	SAUR-like auxin-responsive protein family	4.596	2.98E-07
RknMes02_052316	AT4G01950	Glycerol-3-phosphate acyltransferase 3	4.487	8.32E-06
RknMes02_051551	AT2G33480	NAC domain containing protein 52	4.457	3.89E-06
RknMes02_039148		Zein-binding	4.044	1.13E-06
RknMes02_058141	AT3G06720	Importin alpha isoform 1	4.044	1.01E-06
RknMes02_055141	AT2G40210	AGAMOUS-like 48	3.809	1.18E-06
RknMes02_055406	AT5G17350	Unknown protein	3.765	1.08E-07
RknMes02_057007	AT5G57620	Myb domain protein 36	3.757	3.40E-05
RknMes02_056640	AT3G11930	Adenine nucleotide alpha hydrolases-like superfamily protein	3.720	3.24E-06
RknMes02_028787	AT1G19640	Jasmonic acid carboxyl methyltransferase	3.695	3.94E-06
RknMes02_057539	AT5G07610	F-box family protein	3.609	2.44E-07
RknMes02_054063	AT1G14440	Homeobox protein 33**/**homeobox protein 31	3.598	7.51E-05
RknMes02_016408	AT4G36470	S-adenosyl-L-methionine-dependent methyltransferases superfamily protein	3.550	9.03E-06
RknMes02_052163	AT2G22840	Growth-regulating factor 1	3.540	3.76E-05
RknMes02_053062	AT1G68390	Core-2/I-branching beta-1,6-N-acetylglucosaminyltransferase family protein	3.491	6.51E-07
RknMes02_053782	AT4G17380	MUTS-like protein 4	3.320	1.34E-05
RknMes02_055845	AT3G51880	High mobility group B2/high mobility group B1	3.292	1.37E-05
RknMes02_050833	AT4G39250	RAD-like 1/RAD-like 6	3.292	1.48E-06
RknMes02_001711	AT4G32460	Protein of unknown function, DUF642	3.224	1.13E-06
RknMes02_058688	AT3G28880	Ankyrin repeat family protein	3.222	4.22E-07
RknMes02_001781	AT3G58110	Unknown protein	3.199	1.34E-06
RknMes02_044414			3.137	2.80E-05
RknMes02_054888	AT1G01690	Putative recombination initiation defects 3	3.128	5.59E-06
RknMes02_037654	AT4G29110	Unknown protein	2.989	7.18E-06
RknMes02_055397	AT2G26140	FTSH protease 4	2.940	7.16E-06
RknMes02_052664	AT5G64310	Arabinogalactan protein 1	2.918	4.99E-05
RknMes02_001499	AT5G54160	O-methyltransferase 1	2.918	8.90E-05
RknMes02_012269	AT1G06460	Alpha-crystallin domain 32.1	2.841	7.23E-05
RknMes02_051562	AT5G64360	Chaperone DnaJ-domain superfamily protein	2.832	5.97E-08
RknMes02_014532	AT1G17020	Senescence-related gene 1	2.798	3.67E-05
RknMes02_051803	AT3G09270	Glutathione S-transferase TAU 8/glutathione S-transferase tau 7	2.770	1.29E-05
RknMes02_006016			2.766	9.03E-06
RknMes02_051840	AT3G09280	Unknown protein	2.697	2.61E-05
RknMes02_013200	AT4G34131	UDP-glucosyl transferase 73B3	2.665	3.27E-06
RknMes02_019058	AT1G80050	Adenine phosphoribosyl transferase 2	2.655	3.44E-06
RknMes02_012739	AT2G18550	Homeobox protein 21	2.639	2.53E-06

a *AGI code is shown if proteins encoded in each cassava gene (probe ID) have high amino acid sequence similarity (E ≤ 10^−5^) to Arabidopsis homologs*.

b *Encoded proteins/other features indicate the putative functions of the gene products that are expected from sequence similarity. The information for the NCBI protein reference sequence with the highest sequence similarity to the probes is shown*.

In the case of the HDAC inhibitor Ky-2, 72.9% of the HDAC inhibitor-inducible genes are salt-responsive genes in *Arabidopsis* (Sako et al., 2016). In contrast, 28.3% of SAHA-upregulated genes are high salinity stress-responsive (Figure S2A), and only 27 SAHA-upregulated genes were upregulated by high-salinity stress (2 and/or 24 h NaCl treatment; Table 6). 

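Of the 541 probes up with SAHA alone, 191 were also up by salt at 2 h or 24 h, a share of 35.3% (exact binomial 95% confidence interval 31.3 to 39.5%). Salt raised 1069 probes at 1 or both times. The overlap with the probes up at 2 h was 163, with those up at 24 h 115, and with those up at both times 87. The SAHA and the salt comparisons use the same untreated arrays, so their calls overlap even where the effects are unrelated. In 20 simulations with effects on unrelated probes of the whole array, the share was 4.59% (range 2.04 to 7.27) and the number up in all 3 comparisons was 4 (range 1 to 9). With unrelated effects among the changed probes only, the share was 28.6% (range 25.9 to 33.5) and the number was 43 (range 36 to 53). The simulated lists were shorter than the real ones, with medians of 290 and 469 probes up with SAHA and 559 and 904 up by salt. The simulated counts are therefore not directly comparable with the observed ones. The interval covers counting error only. The share moved most with the contrast's own adjusted p, to 15.7%, and so did the number up in all 3, to 1. With normexp background correction they were 30% and 43. The share was 41.5% without replicate 2 of the SAHA-treated roots at 0 h, and the number was 48 without replicate 3 of the untreated roots. Among the probes up in all 3 comparisons RknMes02_055925 and RknMes02_013200 had log2 ratios with SAHA of 4.44 and 4.30. RknMes02_048392 was not well above background on any untreated root array, and it was at least 5.74-fold higher with SAHA.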

In mangrove plants, lignin accumulation functions in blocking metal-ion influx with higher suberization, suggesting that lignification can prohibit ions from flowing inside (Cheng et al., 2014). We analyzed the following three genes that are believed to play critical roles in regulating lignin accumulation: *L-phenylalanine ammonia lyase* (*PAL*), *cinnamyl alcohol dehydrogenase* (*CAD*), and *caffeic acid 3-Omethyltransferase* (*COMT*) genes (Whetten and Sederoff, 1995; Ma and Xu, 2008; Nguyen et al., 2016). Among them, the expression of only *COMT* was significantly enhanced by SAHA treatment (Figure S3), suggesting that the lignin accumulation might be changed by overexpression of *COMT* induced by SAHA treatment and block ion uptake.

**Table 6:** **List of 27 SAHA-upregulated and high-salinity-stress-upregulated genes (log_**2**_ ratio > 1; FDR < 0.0001) in roots**.

**Probe ID**	**AGI Code^a^**	**Encoded proteins/other features^b^**	**Log**_**2**_ **ratio**		
			**SAHA 24 h/non-treated**	**w/o SAHA**^c^	
				**2 h NaCl/0 h NaCl**	**24 h NaCl/0 h NaCl**
RknMes02_048392	AT2G38940	Phosphate transporter 1;4	4.837	2.503	2.986
RknMes02_048720	AT1G03790	Tandam CCCH zinc finger protein4	2.912	2.844	1.541
RknMes02_022193	AT1G67810	Sulfur E2	2.217	1.650	1.967
RknMes02_049538	AT1G74650	Myb domain protein 31	1.903	2.312	2.343
RknMes02_049529	AT3G54420	Chitinase class IV	1.733	3.678	5.653
RknMes02_009426	AT5G14860	UDP-Glycosyltransferase superfamily protein	1.668	2.277	2.641
RknMes02_004082	AT1G17840	ATP-binding cassette G11	1.617	1.030	1.541
RknMes02_057376			1.616	2.369	1.867
RknMes02_029383	AT2G41190	Transmembrane amino acid transporter family protein	1.580	2.052	2.285
RknMes02_023158	AT5G02230	Haloacid dehalogenase-like hydrolase (HAD) superfamily protein	1.578	1.794	1.288
RknMes02_005365	AT2G37980	O-fucosyltransferase family protein	1.551	2.893	1.568
RknMes02_034114	AT5G26667	PYR6	1.529	1.525	1.991
RknMes02_049514	AT5G02230	Haloacid dehalogenase-like hydrolase (HAD) superfamily protein	1.408	1.462	1.008
RknMes02_036843	AT2G30860	Glutathione S-transferase PHI 9	1.403	1.735	1.360
RknMes02_019499			1.382	1.791	1.452
RknMes02_054233	AT5G42200	RING/U-box superfamily protein	1.378	3.304	2.829
RknMes02_028518	AT5G05690	Cytochrome P450 90A1	1.292	2.265	1.357
RknMes02_056529	AT2G37980	O-fucosyltransferase family protein	1.288	2.722	1.424
RknMes02_049315	AT1G13990	Unknown protein	1.274	2.322	1.425
RknMes02_008877	AT4G31240	Nucleoredoxin2	1.266	5.793	5.162
RknMes02_015088	AT1G13990	Unknown protein	1.212	2.360	1.508
RknMes02_040118	AT3G07130	Purple acid phosphatase 15	1.195	2.667	2.143
RknMes02_036162	AT1G21790	TRAM, LAG1 and CLN8 (TLC) lipid-sensing domain containing protein	1.179	2.241	1.159
RknMes02_024400		Arginine decarboxylase/L-arginine carboxy-lyase	1.143	2.592	2.085
RknMes02_027987	AT1G60420	Nucleoredoxin1	1.097	5.659	5.143
RknMes02_010471	AT3G54100	O-fucosyltransferase family protein	1.086	2.717	1.854
RknMes02_036257	AT5G23240	DNAJ protein C76	1.010	1.510	1.065

a *AGI code is shown if proteins encoded in each cassava gene (probe ID) have high amino acid sequence similarity (E ≤ 10^−5^) to Arabidopsis homologs*.

b *Encoded proteins/other features indicate the putative functions of the gene products that are expected from sequence similarity. The information for the NCBI protein reference sequence with the highest sequence similarity to the probes is shown*.

c *Plants that were not pretreated with SAHA were used*.

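In roots 289 probes were up by salt at 2 or 24 h and down with SAHA at 2 or 24 h NaCl, 27% of the probes up by salt. Of these, 278 were down with SAHA at 2 h and 110 at 24 h, with 99 at both. In simulations with effects of salt and SAHA on unrelated probes of the whole array the number was 20 (range 12 to 29). Among the changed probes it was 218 (range 186 to 234). The simulated lists were shorter, with medians of 559 and 904 probes up by salt against 1069, so these counts are not directly comparable with 289. The observed number moved most with the contrast's own adjusted p, to 28. It was 910 at an FDR of 0.05, and 140 without replicate 1 of the roots at 2 h NaCl without SAHA. The roots at 2 h NaCl without SAHA lie on another slide than the untreated roots and than the roots at 2 h NaCl with SAHA, so a slide effect is not separated from this pattern at 2 h. The probes of beta-galactosidases, beta-glucosidase, pectin lyase, pectinesterase, and pectin methylesterase inhibitor 4 were each up at 2 h NaCl without SAHA and lower with SAHA at 2 h. The log2 ratios with SAHA at 2 h ran from -1.23 for RknMes02_003559, a beta-galactosidase, to -6.88 for the pectinesterase RknMes02_057990. The pectinesterase was well above background on 1 of 3 SAHA-treated arrays at 2 h NaCl. It was on none at 0 and 24 h, and was at least 12-fold lower at 0 h and at least 38.8-fold lower at 24 h. For the pectin lyase RknMes02_051310, salt at 2 h gave a log2 ratio of 3.58 (standard error 0.313, limma adjusted p = 9.35e-06), at least 8.83-fold. With SAHA at 2 h NaCl it was at least 6.53-fold lower. For the beta-glucosidase RknMes02_058028 the log2 ratio of SAHA at 2 h NaCl was -3.46 (standard error 0.316, limma adjusted p = 8.33e-06), and SAHA alone gave -1.93. The beta-galactosidases RknMes02_003559, RknMes02_030412, and RknMes02_034218 rose by 2.65, 2.87, and 1.23 at 2 h, and the call of the last was lost under 10 alternatives.

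**Figure D3:**
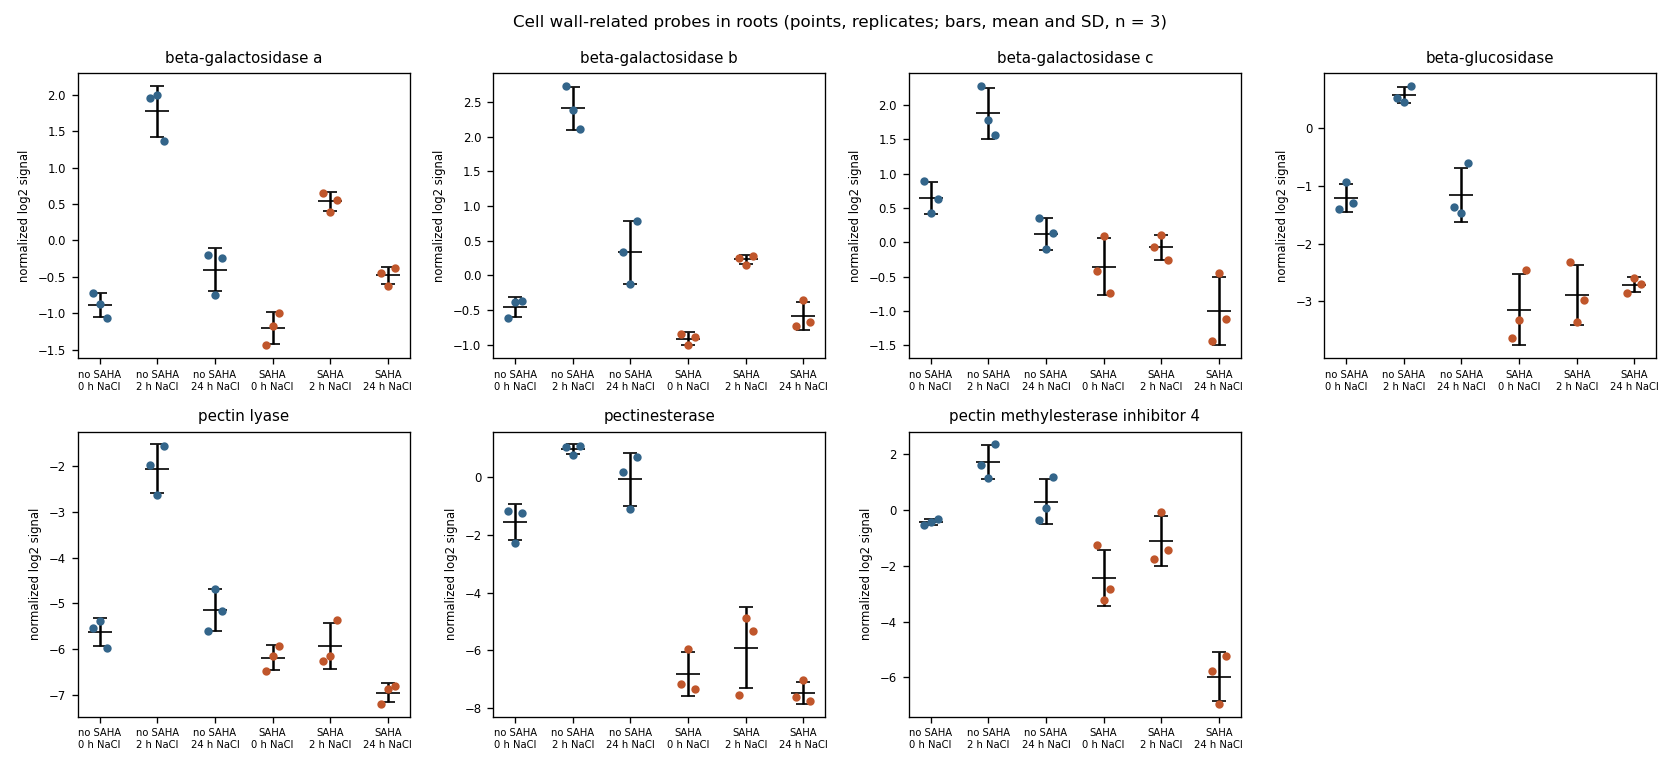
Normalized log2 signal of the 7 cell wall-related probes in roots without SAHA (blue) and with SAHA (orange) at 0, 2, and 24 h NaCl, one panel for each with its own scale. Points are replicates and bars show the mean and SD (n = 3). The SAHA-treated replicates of the pectinesterase and the beta-glucosidase lie below those without SAHA at all 3 times, while those of beta-galactosidase a do so at 2 h only.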

SAHA treatment decreased the expression of 141 high salinity stress-responsive genes including cell wall-related genes such as *beta-galactosidases* (RknMes02_003559, cassava4.1_001503m; RknMes02_030412, cassava4.1_001733m; RknMes02_034218, cassava4.1_001885m), *beta-glucosidase* (RknMes02_058028, cassava4.1_032518m), *pectin lyase* (RknMes02_051310, cassava4.1_021247m), *pectinesterase* (RknMes02_057990, cassava4.1_032455m), and *pectin methylesterase inhibitor 4* (RknMes02_055023, cassava4.1_027551m) (Figure S2, Table S9). The decreased expression of these genes might contribute to changes in cell-wall components caused by SAHA treatment (see Discussion).

## Discussion

Here we demonstrated that the HDAC inhibitor, SAHA, can decrease sodium ion content particularly in the stems, resulting in increased survival rates under high salinity stress conditions in cassava. Transcriptome analysis identified candidate genes, such as an allene oxide cyclase catalyzing an essential step in the biosynthesis of JA, whose expression is strongly upregulated by SAHA. This study shows evidence that the HDAC inhibitor is an effective small molecule for alleviating salinity stress in crops, and will improve understanding of the mechanisms by which histone acetylation regulates response to abiotic stress in cassava. In this study, we identified many salinity stress-upregulated genes in cassava. This study is the first report on the transcriptome analysis using microarray under high-salinity stress in cassava and the information will be useful for the development of high-salinity stress tolerant cassava plants.

This study showed that SAHA treatment reduced Na^+^ concentration in both stems and leaves. Plants are able to survive high salinity stress conditions by the maintenance of K^+^ and Na^+^ homeostasis using several transporters (Zhu, 2003; Ji et al., 2013; Julkowska and Testerink, 2015). Several transporters function in the alleviation of high-salinity stress. *SOS1* encodes the plasma-membrane Na^+^/H^+^ antiporter. Its activity can be detected only during salt stress conditions and is mediated by the Ca^2+^-responsive SOS3-SOS2 protein kinase complex (Qiu et al., 2002). When plants are exposed to high salinity stress conditions, *SOS1* functions in the control of Na^+^ efflux to maintain ion homeostasis. When the expression of *SOS1* is constitutively driven in *Arabidopsis*, the overexpressors become considerably tolerant to salt stress (Shi et al., 2003). In the woody plant *Populus*, introduction of the constitutively active *SOS2* isoform with induced expression of *SOS1* can enhance tolerance to salinity stress (Zhou et al., 2014). Plants also prevent excessive Na^+^ in cells by Na^+^ compartmentation by *Na*^+/^*H*^+^ *exchanger 1* (*NHX1*). *NHX1* functions to compartmentalize Na^+^ in the vacuole, resulting in low Na^+^ concentration and thus adjusting osmotic pressure to maintain water uptake. In *Arabidopsis*, co-expression of *SOS1* and *NHX1* enhances tolerance to NaCl concentrations up to 250 mM, suggesting the crucial functions of these genes. Furthermore, high-affinity K^+^ transporters (HKT) play an important role in Na^+^ exclusion from leaves in monocots and dicots. The overexpression of *AtHKT1;1* improves salt tolerance in *Arabidopsis* (Horie et al., 2009; Mølle et al., 2009). 

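The files annotate 4 probes with the Arabidopsis gene SOS1, 5 with NHX1, and 3 with HKT1. In roots none of them was called up or down, and the lowest F-test FDR among them was 0.000216. The 3 HKT1 probes had log2 ratios between -0.897 and 0.587, and they were not well above background on any root array. With SAHA at 2 h NaCl the NHX1 probe RknMes02_001436 had a log2 ratio of 0.91 (standard error 0.12, limma adjusted p = 0.000124). Of the SOS1 probes, RknMes02_039249 and RknMes02_040212 had 0.63 and 0.65 with limma adjusted p of 0.00276 and 0.0043. Each of the 3 was higher with SAHA in all 3 replicates than in any without it.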

Our transcriptome analysis did not find significant alteration of their mRNA expression (data not shown).

Screening of HDAC inhibitors that may induce higher expression of genes for ion transporters (e.g., *NHX1* and *HKT*) is of interest as it may help to improve salt tolerance in cassava. HDACs in plants can be separated into three distinct families. The largest family is type I (RPD3-like), which consists of Zn^2+^-dependent deacetylases and is classified into three classes (I, II, and IV; Yang and Seto, 2008; Seto and Yoshida, 2014). They are generally conserved in eukaryotes, and there are 12 and 6 putative members in *Arabidopsis* (Hollender and Liu, 2008) and cassava (Figure S4), respectively. The second group of HDACs is plant-specific, and consists of HD-tuins. Four HD-tuins (HDT1-4) and 3 putative HD-tuins have been identified in *Arabidopsis* and cassava, respectively (Figure S4). The last group consists of homologs to the yeast Sir2 protein, which is a NAD^+^-dependent deacetylase. Two sirtuin proteins, SRT1 and SRT2 have been found in *Arabidopsis* (Hollender and Liu, 2008). Two putative sirtuins have been identified in cassava (Figure S4). HDAC inhibitors including Trichostatin A, SAHA, and sodium butyrate, whose target is Zn^2+^-dependent deacetylase, do not inhibit sirtuin activity (Richon, 2006). SAHA and related hydroxamic acid-based HDAC inhibitors have inhibitory effects on class I (HDAC1, 2, 3 and 8), class II (HDAC4, 5, 6, 7, 9 and 10), and class IV (HDAC11) human HDACs (Bolden et al., 2006). SAHA is a non-class selective inhibitor. Different selective inhibitors might be valuable for increasing tolerance to salt stress in cassava, because different gene sets are activated based on class or type selectivity of HDAC inhibitors and transcript abundance is also changed depending on inhibitory efficiency of each HDAC.

SAHA treatment strongly induced the mRNA expression of *MeAOC4*. *AOC* regulates a crucial step in JA biosynthesis, and the JA derivative, MeJA, alleviates salt stress in soybean (Yoon et al., 2009). The constitutive expression of *AOCs* can confer salinity tolerance to plants such as tobacco cell lines (Yamada et al., 2002) and wheat (Zhao et al., 2014), and references for the involvement of JA in environmental stresses can be found in Riemann et al. (2015). In light of these findings, it is highly possible that overexpression of *MeAOC4* contributes to increased tolerance to salt stress under SAHA treatment in cassava. AOC enzyme activity is altered by heteromerization with its own isomers, and the specific heteromerized pair *AtAOC2* and *AtAOC4* shows the highest activity of the four AOC proteins in *Arabidopsis* (Otto et al., 2016). As tissue-specific expression of *AOC* genes is observed in *Arabidopsis* (Stenzel et al., 2012), each *AOC* seems to be regulated in a tissue- or environmental-stress specific manner in cassava. Our transcriptomic data reveal that *MeAOC4* is not salt-responsive under our growth conditions and might be specifically expressed in a tissue such as flower or tuber that we have not analyzed. SAHA treatment induced the expression of *MeAOC4*, which might allow heteromerization of artificially induced *MeAOC4* with salt-induced *MeAOC3-2*, and play a pivotal role in increased tolerance under SAHA treatment.

## Author contributions

OP, MU, and MS designed the experiments; OP, MU, MI, YK, YU, AM, MT, CU, and HS conducted the experiments; OP, MU, YU, and AM analyzed the data; OP, MU, MY, JN, and MS wrote the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The Histone Deacetylase Inhibitor Suberoylanilide Hydroxamic Acid Alleviates Salinity Stress in Cassava
**Source:** Front Plant Sci. 2017 Jan 9;7:2039. doi: 10.3389/fpls.2016.02039
**Supplement:** Supplementary file 1

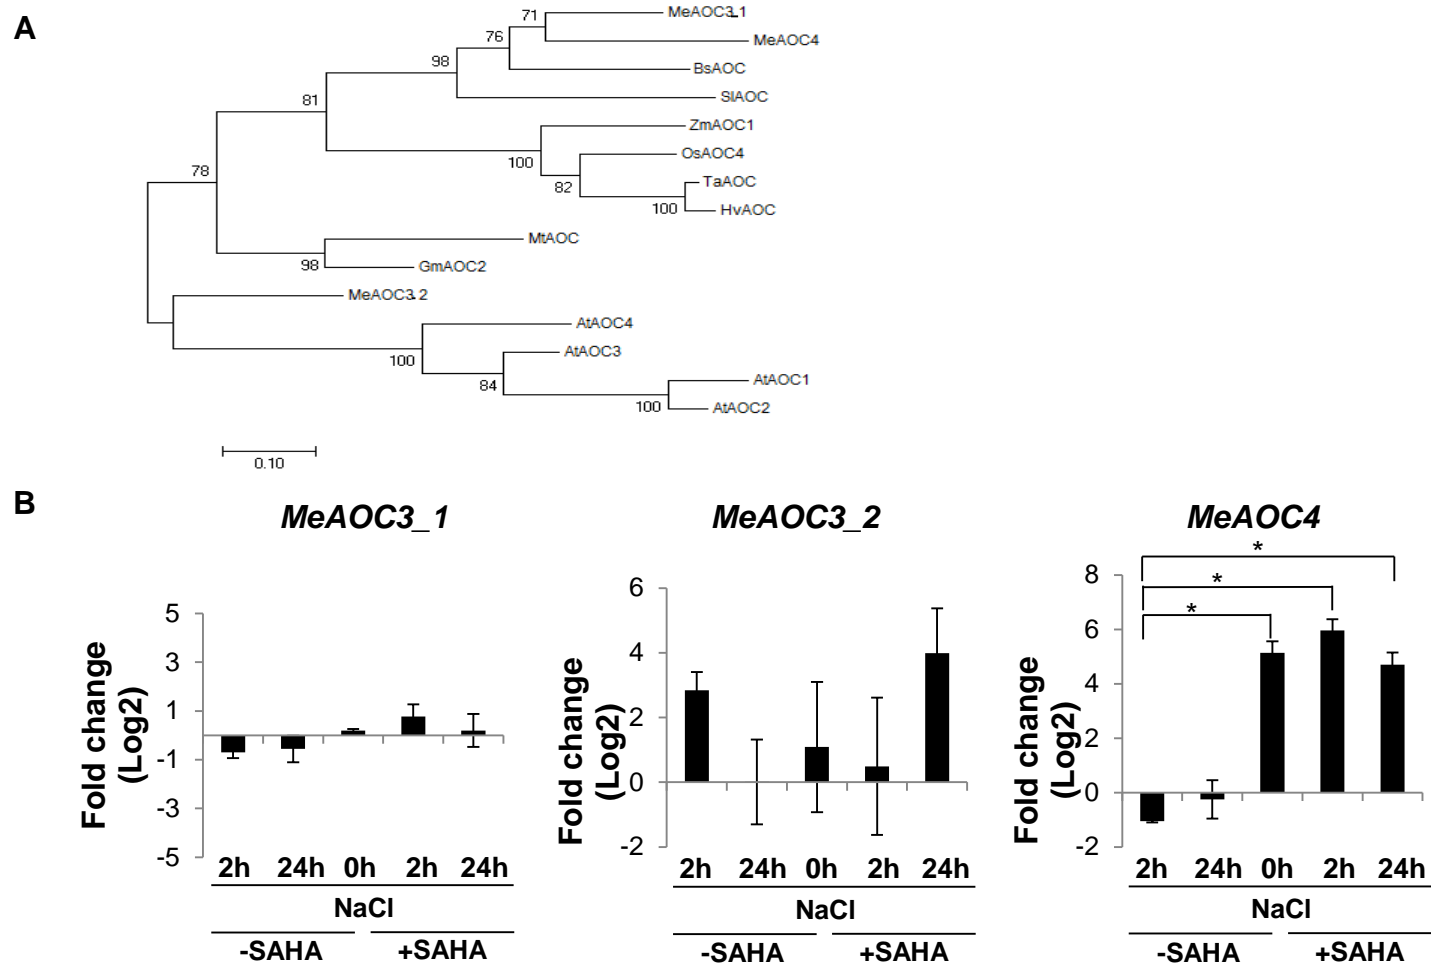

**FIGURE S1. Molecular phylogenetic analysis of deduced amino acid sequences of AOC and the mRNA expression analysis of each *MeAOC* isoform from transcriptome data.** Phylogenetic analysis was performed using maximum likelihood. AOC protein amino acid sequences from: *Manihot esculenta*, Me; *Bruguiera sexangula*, Bs; *Solanum lycopersicum*, Sl; *Zea mays*, Zm; *Oryza sativa*, Os; *Triticum aestivum*, Ta; *Hordeum vulgare*, Hv; *Medicago truncatula*, Mt; *Glycine max*, Gm; and *Arabidopsis thaliana*, At, were used for phylogenetic tree construction. *MeAOC4* is SAHA-responsive while *MeAOC3-2* is salt-responsive. (B) Expression of *MeAOC3-1*, *MeAOC3-2* and *MeAOC4* genes from microarray data. The expression profiles of cassava genes were obtained from cassava plantlets treated with 100  $\mu$ M SAHA for 24 h then subjected to 200mM NaCl for 2 or 24 h. The normalized  $\log_2$  values were used to plot the expression of genes. Asterisks indicate significantly different means ( $*p < 0.001$ ) as determined with a t-test. Error bars represent the means  $\pm$  SD. Transcript data was generated from three replicates.

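The values behind this panel, recomputed with the methods' t-test on the normalized log2 values, gave a p of 1.1e-05, 5e-06, and 0.00038 for MeAOC4 with SAHA against no SAHA at 0, 2, and 24 h NaCl. After Benjamini–Hochberg adjustment over the 15 comparisons of the 3 genes these became 8.2e-05, 7.5e-05, and 0.0019. No comparison of MeAOC3-1 or MeAOC3-2 had a p under the threshold of the legend. The p for MeAOC3-2 at 2 h NaCl without SAHA was 0.078, and with SAHA at 24 h NaCl it was 0.011. The smallest p that an exact permutation test of 3 replicates against 3 allows is 0.1.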

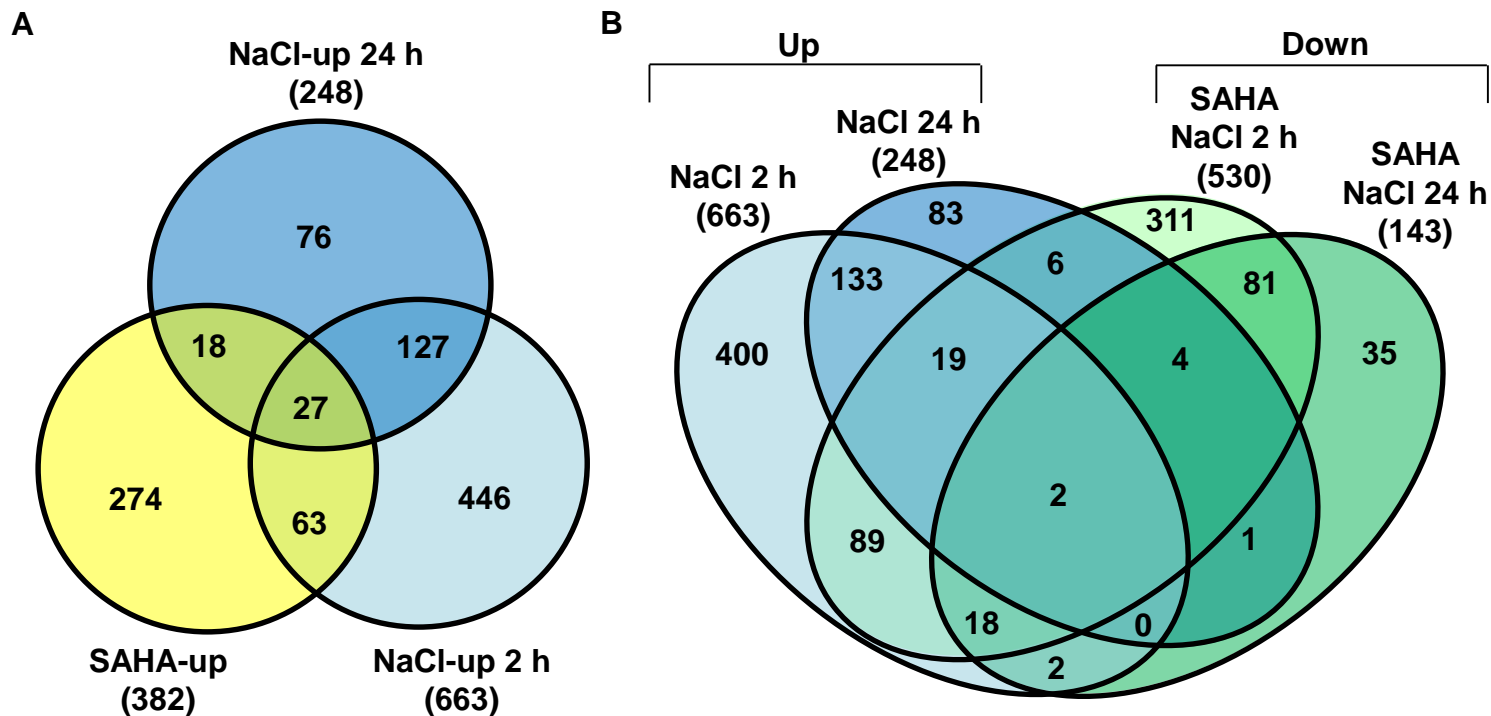

**FIGURE S2. Genes that were significantly up-regulated in each condition.** (A) Venn diagram representing SAHA-upregulated genes under normal conditions (light yellow) and salt-responsive genes at 2 and 24 h NaCl treatment (light blue and dark blue, respectively). (B) Venn diagram representing salt-upregulated genes at 2 and 24 h NaCl treatment (light blue and dark blue, respectively) and SAHA-downregulated genes under salt stress conditions at 2 and 24 h NaCl treatment (light green and dark green, respectively). The numbers in circles indicate the total number of significant genes under each condition.

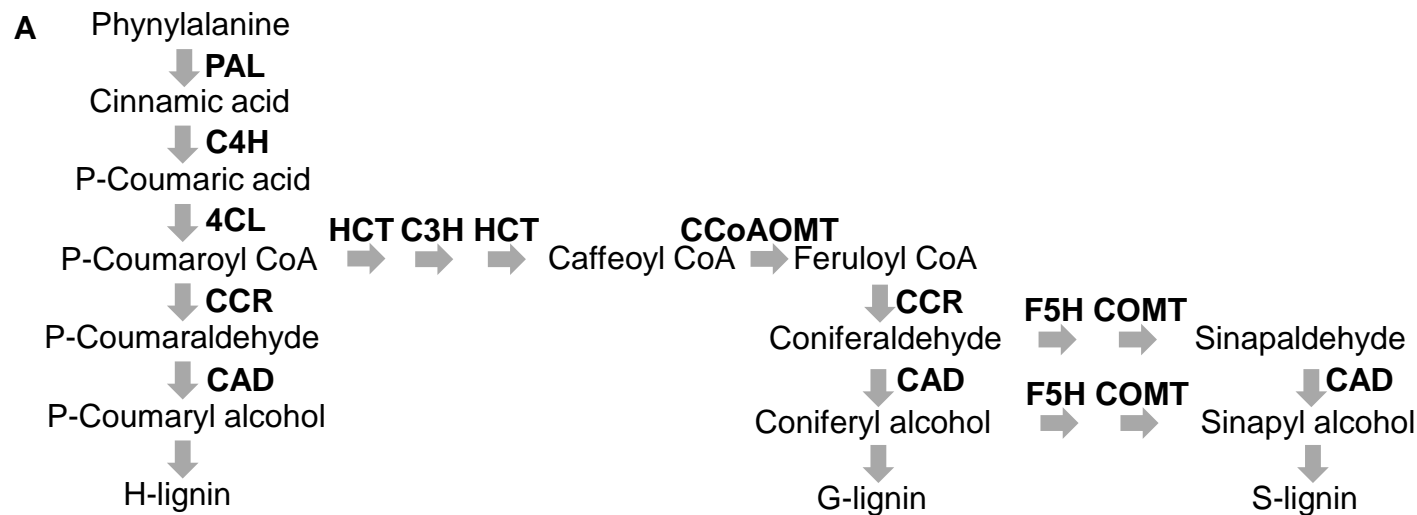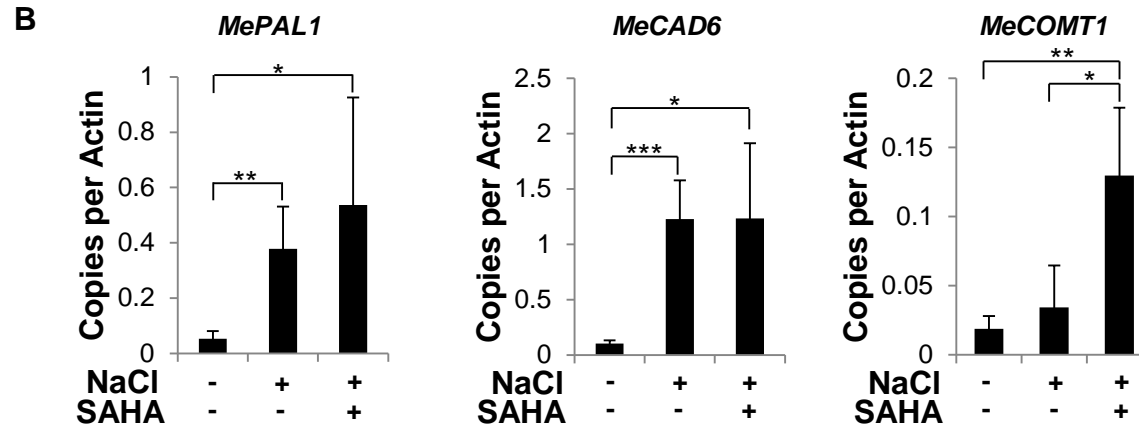

**FIGURE S3. Lignin biosynthesis pathway.** Representation of genes related to lignin biosynthesis (A). Abbreviations; PAL, *L*-phenylalanine ammonia lyase; C4H, *cinnamate 4-hydroxylase*; 4CL, *4-coumarate:CoA ligase*; CCR, *cinnamoyl-CoA reductase*; CAD, *cinnamyl alcohol dehydrogenase*; HCT, *hydroxycinnamoyl-CoA transferase*; C3H, *p-coumarate 3-hydroxylase*; CCoAOMT, *caffeoyl-CoA 3-O-methyl-transferase*; F5H, *ferulate 5-hydroxylase*; COMT, *caffeic acid O-methyltransferase*. (B) Expression profiles of *MePAL1* (RknMes02\_004093: cassava4.1\_003117m), *MeCAD6* (RknMes02\_032531: cassava4.1\_010429m) and *MeCOMT1* (RknMes02\_001499: cassava4.1\_013376) genes using quantitative real-time RT-PCR (qRT-PCR) analysis. Cassava plantlets were treated with 100  $\mu$ M SAHA for 24 h then subjected with 200 mM salt medium for 2 h. Root samples were collected. Asterisks indicate significantly different means (\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.005$ ) as determined with a t-test. Actin was used as reference gene. Error bars represent the means  $\pm$  SD. Three independent biological replicates were performed for each condition.

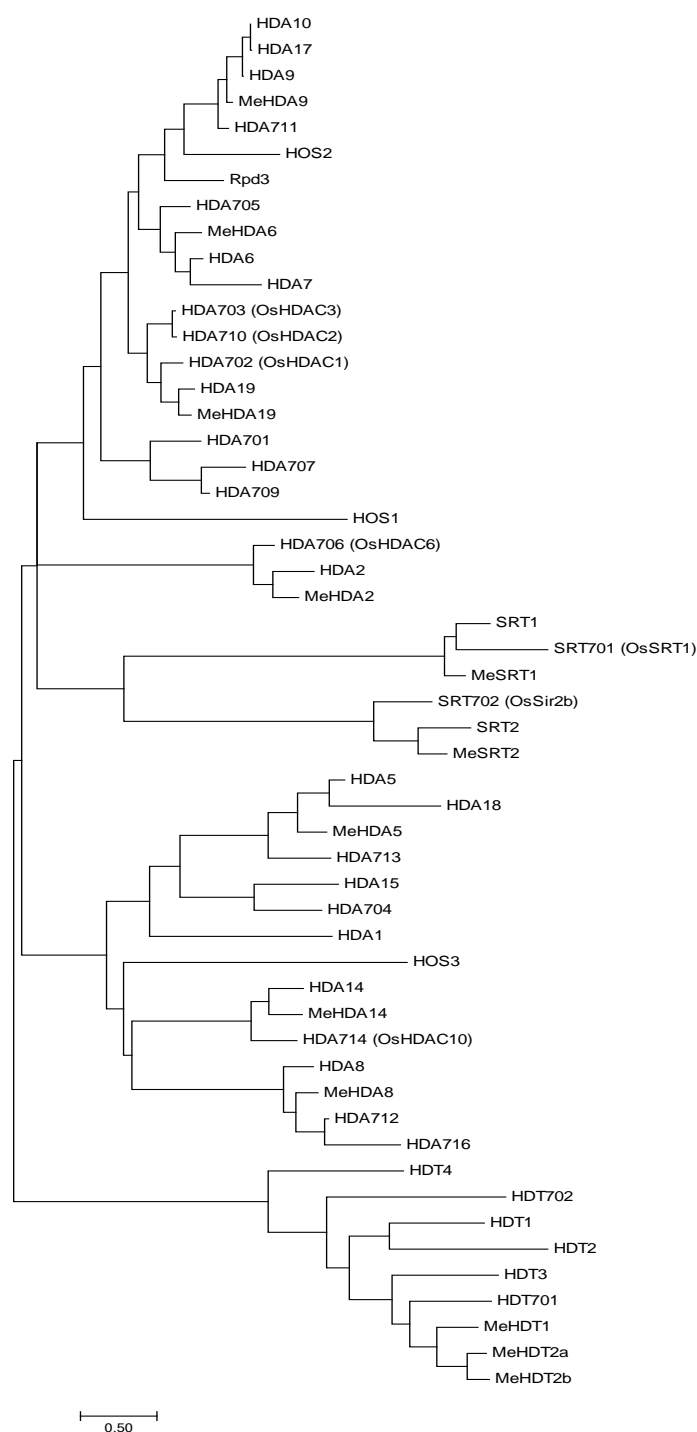

**Figure S4. Molecular phylogenetic analysis of deduced amino acid sequences of HDAC.** Phylogenetic analysis was performed using maximum likelihood. The tree was evaluated with 1,000 bootstrap replicates. The analysis was carried out using HDAC protein sequence from *Arabidopsis*, rice, yeast and cassava. *Arabidopsis* HDACs; SRT1: NP\_200387, SRT2: NP\_001078550, HDT1: NP\_566872, HDT2: NP\_851056, HDT3: NP\_195994, HDT4: NP\_565661, HDA2: NP\_568480, HDA5: NP\_001190583, HDA6: NP\_201116, HDA7: NP\_198410, HDA8: NP\_563817, HDA9: NP\_190054, HDA10: NP\_190052, HDA14: NP\_567921, HDA15: NP\_850609, HDA17: NP\_190035, HDA18: NP\_200915, HDA19: NP\_195526. Rice HDACs; HDA701: NM\_192536, HDA702: AK068051, HDA703: AK120027, HDA704: AK111557, HDA705: AK111861, HDA706: AK100812, HDA707: NM\_188519, HDA709: AK064282, HDA710: AK103097, HDA711: AK066667, HDA712: AK102786, HDA713: AK111892, HDA714: AK072557, HDA716: AK068179, SRT701: AK060337, SRT702: AK067069, HDT701: AK072845, HDT702 XM\_463594. Yeast HDACs; HDA1: Z71297, RPD3: P32561, HOS1: Z4921923, HOS2: X91837, HOS3: U43503.

TABLE S1. Genes up-regulated in cassava roots in response to addition of 200 mM NaCl for 2 h

<sup>1)</sup>AGI code is shown if proteins encoded in each cassava gene (probe ID) have high amino acid sequence similarity (E value  $\leq 10^{-5}$ ) to *Arabidopsis* homologs.

<sup>2)</sup>E-value shows similarity in amino acid sequence between each cassava gene (probe ID) and *Arabidopsis* homolog.

<sup>3)</sup>Encoded proteins/other features indicate the putative functions of the gene products that are expected from sequence similarity. The information for the NCBI protein reference sequence with the highest sequence similarity to the probes is shown.

<sup>4)</sup>Plants that were not pretreated with SAHA were used.

TABLE S2. Genes up-regulated in cassava roots in response to addition of 200 mM NaCl for 24 h

<sup>1</sup>AGI code is shown if proteins encoded in each cassava gene (probe ID) have high amino acid sequence similarity (E value  $\leq 10^{-5}$ ) to *Arabidopsis* homologs.

<sup>2</sup>E-value shows similarity in amino acid sequence between each cassava gene (probe ID) and *Arabidopsis* homolog.

<sup>3</sup>Encoded proteins/other features indicate the putative functions of the gene products that are expected from sequence similarity. The information for the NCBI protein reference sequence with the highest sequence similarity to the probes is shown.

<sup>4</sup>Plants that were not pretreated with SAHA were used.

TABLE S3. Genes up-regulated in cassava roots by SAHA treatment

<sup>1)</sup>AGI code is shown if proteins encoded in each cassava gene (probe ID) have high amino acid sequence similarity (E value  $\leq 10^{-5}$ ) to *Arabidopsis* homologs.

<sup>2)</sup>E-value shows similarity in amino acid sequence between each cassava gene (probe ID) and *Arabidopsis* homolog.

<sup>3)</sup>Encoded proteins/other features indicate the putative functions of the gene products that are expected from sequence similarity. The information for the NCBI protein reference sequence with the highest sequence similarity to the probes is shown.

TABLE S4. Genes up-regulated in cassava roots by SAHA treatment under 2 h NaCl

TABLE S5. Genes up-regulated in cassava roots by SAHA treatment under 24 h NaCl

|                             |          |                                                                                                     |       |          |          |
|-----------------------------|----------|-----------------------------------------------------------------------------------------------------|-------|----------|----------|
| RknMes02_015088 AT1G13990.1 | 6.00E-18 | cassava4.1_013257m AT1G13990.1///unknown protein; FUNCTIONS IN: molecular_function unkr             | 1.057 | 3.65E-07 | 1.46E-05 |
| RknMes02_058983 AT1G24530.1 | 0        | cassava4.1_034104m Transducin/WD40 repeat-like superfamily protein                                  | 1.054 | 2.37E-07 | 1.15E-05 |
| RknMes02_035946 AT1G34300.1 | 1.00E-27 | cassava4.1_001853m receptor-like protein kinase 1///S-domain-2 5///lectin protein kinase family pro | 1.051 | 7.96E-07 | 2.32E-05 |
| RknMes02_049458 AT2G23620.1 | 0        | cassava4.1_014110m methyl esterase 1                                                                | 1.051 | 2.52E-06 | 4.83E-05 |
| RknMes02_057031 AT5G01260.2 | 1.00E-25 | cassava4.1_030934m Carbohydrate-binding-like fold                                                   | 1.048 | 2.94E-06 | 5.33E-05 |
| RknMes02_019499             |          |                                                                                                     | 1.047 | 1.57E-07 | 9.25E-06 |
| RknMes02_054777 AT4G12570.1 | 7.00E-29 | cassava4.1_027126m ubiquitin protein ligase 5///MAPK/ERK kinase kinase 1                            | 1.047 | 6.47E-07 | 2.02E-05 |
| RknMes02_005842 AT1G04280.1 | 0        | cassava4.1_005863m P-loop containing nucleoside triphosphate hydrolases superfamily protein         | 1.044 | 1.58E-07 | 9.27E-06 |
| RknMes02_021467 AT2G29420.1 | 2.00E-31 | cassava4.1_026996m glutathione S-transferase tau 7///glutathione S-transferase TAU 1                | 1.040 | 1.06E-06 | 2.77E-05 |
| RknMes02_010313 AT5G62790.2 | 4.00E-14 | cassava4.1_006908m 1-deoxy-D-xylulose 5-phosphate reductoisomerase                                  | 1.039 | 2.24E-09 | 1.12E-06 |
| RknMes02_058899 AT1G02400.1 | 0        | cassava4.1_033960m gibberellin 2-oxidase 6                                                          | 1.037 | 8.04E-07 | 2.33E-05 |
| RknMes02_023158 AT5G02230.2 | 8.00E-31 | cassava4.1_013061m Haloacid dehalogenase-like hydrolase (HAD) superfamily protein                   | 1.037 | 2.38E-06 | 4.68E-05 |
| RknMes02_054995 AT5G19790.1 | 3.00E-24 | cassava4.1_027506m related to AP2 11                                                                | 1.033 | 5.84E-06 | 8.46E-05 |
| RknMes02_006698 AT4G21920.1 | 4.00E-08 | cassava4.1_030675m unknown protein; FUNCTIONS IN: molecular_function unknown; INVOLVE               | 1.033 | 4.51E-06 | 7.12E-05 |
| RknMes02_024960 AT1G22130.1 | 7.00E-31 | cassava4.1_015534m AGAMOUS-like 104                                                                 | 1.032 | 2.11E-06 | 4.33E-05 |
| RknMes02_038435             |          | cassava4.1_012036m                                                                                  | 1.030 | 6.10E-06 | 8.72E-05 |
| RknMes02_010628             |          | cassava4.1_001759m                                                                                  | 1.028 | 2.87E-10 | 4.22E-07 |
| RknMes02_049315 AT1G13990.1 | 0        | cassava4.1_013257m AT1G13990.1///unknown protein; FUNCTIONS IN: molecular_function unkr             | 1.026 | 1.81E-07 | 9.93E-06 |
| RknMes02_026417 AT5G50330.1 | 0        | cassava4.1_006600m Protein kinase superfamily protein                                               | 1.024 | 8.51E-08 | 6.74E-06 |
| RknMes02_001193 AT5G48820.1 | 8.00E-10 | cassava4.1_032196m Unknown                                                                          | 1.020 | 4.23E-06 | 6.83E-05 |
| RknMes02_035613             |          | cassava4.1_011649m                                                                                  | 1.017 | 3.12E-09 | 1.24E-06 |
| RknMes02_001491 AT1G79070.1 | 8.00E-17 | cassava4.1_018156m SNARE-associated protein-related                                                 | 1.015 | 1.87E-07 | 1.01E-05 |
| RknMes02_035449 AT3G14200.1 | 0        | cassava4.1_014653m Chaperone DnaJ-domain superfamily protein                                        | 1.015 | 1.16E-06 | 2.93E-05 |
| RknMes02_017720 AT1G32690.1 | 6.00E-25 | cassava4.1_022081m unknown protein; FUNCTIONS IN: molecular_function unknown; INVOLVE               | 1.015 | 2.27E-08 | 3.36E-06 |
| RknMes02_030292 AT5G08260.1 | 0        | cassava4.1_010410m serine carboxypeptidase-like 35                                                  | 1.014 | 3.52E-07 | 1.43E-05 |
| RknMes02_037229 AT1G67070.1 | 0        | cassava4.1_007966m Mannose-6-phosphate isomerase, type I                                            | 1.014 | 1.13E-06 | 2.89E-05 |
| RknMes02_047156             |          | cassava4.1_029851m                                                                                  | 1.006 | 1.32E-06 | 3.20E-05 |
| RknMes02_012429 AT1G12010.1 | 2.00E-08 | cassava4.1_012052m 2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein          | 1.003 | 1.63E-06 | 3.66E-05 |

<sup>1</sup>AGI code is shown if proteins encoded in each cassava gene (probe ID) have high amino acid sequence similarity (E value  $\leq 10^{-5}$ ) to *Arabidopsis* homologs.

<sup>2</sup>E-value shows similarity in amino acid sequence between each cassava gene (probe ID) and *Arabidopsis* homolog.

<sup>3</sup>Encoded proteins/other features indicate the putative functions of the gene products that are expected from sequence similarity. The information for the NCBI protein reference sequence with the highest sequence similarity to the probes is shown.

**TABLE S6. List of qRT-PCR primer sequences used for this research**

| <b>Name</b> | <b>Forward primer</b>  | <b>Reverse primer</b>  |
|-------------|------------------------|------------------------|
| MeSOS1      | TTGGAGATGATGAGGAACTTGG | CTAGGGTCTACGCATCCTTCTA |
| MeAOC4      | TTCTCCTACAGAAGCCAAACG  | CTGGCTCAAGCGGAGATAAA   |
| MePAL1      | CCATGAGAAAGACCCACTTACA | GCTGCTCGGATAACCTCAAT   |
| MeCAD6      | GGCTCTTCTACCTACCCTCTT  | CCAACCTTATCTCCACCTTG   |
| MeCOMT1     | GGTGATTGTGGTGAGCCATA   | CCCTCCAGGGAATAGAAACATC |
| MeActin     | TTGCAGACCGTATGAGCAAG   | AAGCACTTCCTGTGGACGAT   |

**TABLE S7. Genes with significant fold changes ( $p < 0.0001$ ) in at least one condition in cassava leaves**

<sup>1)</sup>The information for AGI locus ID with the highest sequence similarity with the probe is shown.

<sup>2)</sup>Encoded proteins/other features indicate the putative functions of the gene products that are expected from sequence similarity. The information for the NCBI protein reference sequence with the highest sequence similarity to the probes is shown.

TABLE S8. Hormone-related genes that upregulated by SAHA treatment during 0, 2 or 24 h NaCl incubation

<sup>1)</sup>The information for AGI locus ID with the highest sequence similarity with the probe is shown.

<sup>2)</sup>Encoded proteins/other features indicate the putative functions of the gene products that are expected from sequence similarity. The information for the NCBI protein reference sequence with the highest sequence similarity to the probes is shown.

TABLE S9. Salt-responsive genes downregulated by SAHA treatment during 2 or 24 h NaCl incubation

<sup>1)</sup>The information for AGI locus ID with the highest sequence similarity with the probe is shown.

<sup>2)</sup>Encoded proteins/other features indicate the putative functions of the gene products that are expected from sequence similarity.

The information for the NCBI protein reference sequence with the highest sequence similarity to the probes is shown.

How the deposited data were processed for this re-analysis (not part of the article)

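The microarray experiment covers roots and leaves of cassava plantlets kept with or without 100 μM SAHA for 24 h and then sampled at 0, 2, or 24 h of 200 mM NaCl, with 3 replicates in each of 12 groups. The authors hybridized 1 one-color Agilent array per sample and deposited the scanner output of 36 arrays. The deposited signal intensity of each spot is the processed value of Feature Extraction, with the background subtracted and spatial trends removed, together with the mean spot and median local background intensities and flags for each spot. The file headers name Feature Extraction 10.7.3.1 and the scanner G2505C. The authors also deposited a table of log2 values. Set against the scanner signal, it equals the log2 of the processed intensity minus the 75th percentile of the array, within a tolerance of 0.1.

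From the scanner output, control spots and spots flagged as outliers were left out, and the spots of one probe were averaged. The log2 of the processed signal minus the 75th percentile of each array was used, without a floor or a filter on dim probes. This left 59079 probes, of which 45246 carry a cassava gene model and 44741 an Arabidopsis gene in the files. Probes were counted, not genes. The arrays of each tissue were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with 6 groups of 3 and 12 residual degrees of freedom. In the main settings, root and leaf arrays were fitted together only for the difference between the tissues. A fit of all 36 arrays also served as an alternative setting and for the slide as a fixed block. Differences between effects of SAHA were tested as contrasts of contrasts and counted at a limma adjusted p below 0.05.

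Array depth is given as the share of probes well above background. It was 49.13 to 68.62% per array, with a median of 64.075%. The number of arrays, 3 per group, limits the precision.

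The probes named come from lists fixed by rule. These are the probes that the paper's text or legends name and, in each comparison or difference and each direction, the 3 probes with the largest log2 ratio past the threshold whose replicates do not overlap between the 2 groups and which are well above background on every array of the brighter group. For a difference between effects this had to hold in at least 1 of the pairs compared. The 3 probes with the largest ratio for SAHA among those up by SAHA and by NaCl at both times, the 3 with the lowest leaf FDR, and all probes annotated with the Arabidopsis genes SOS1, NHX1, and HKT1 were added. Gene names are those of the paper.

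The fit was tested on simulated data. Each simulation changed 200 of the 59079 probes by 3 on the log2 scale in the SAHA group at 0 h, some up and the others down. In roots 109 of them were recovered at an FDR of 0.0001, with 0 other probes called, and 171 at 0.05, with 6 others. In leaves 102 were recovered at 0.0001 and 165 at 0.05. The overlap of comparisons that share arrays was simulated as well. Other settings tried were the test, the threshold, the rule for up and down, background correction, the normalization between arrays, a floor, a filter on dim probes, the deposited table, 1 probe per gene, the arrays in the fit, the replicate number and the slide as blocks, and leaving out each array in turn. A block for the scan date could not be fitted. GO terms and the qRT-PCR, western blot, and ion measurements have no array values and were left out.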

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

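Chosen only after the results were seen were the tests of other splits of the arrays for the differences between effects of SAHA, the test that leaves out the array of high background, the tests of scaling and of the slide for probes lowered or raised by salt, the tests of the slide for SAHA at 0 and 2 h, and the fit of all 36 arrays with the slide as a fixed block.

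The effect of SAHA in roots differed between 2 h and 0 h NaCl for 566 probes (limma adjusted p below 0.05), 310 of them higher and 256 lower at 2 h. RknMes02_054272 had a log2 ratio with SAHA of -3.05 at 0 h and 2.52 at 2 h, a difference of 5.57 (standard error 0.573, limma adjusted p = 0.00271), but it was not well above background in SAHA-treated roots at 0 h or in the roots without SAHA at 2 h. It was at least 4.67-fold lower with SAHA at 0 h and at least 1.39-fold higher at 2 h. Of 100 splits of the arrays within the 2 pairs of groups, the real one included, 5 gave a count as large. The largest count, 6099, came from a split other than the real one. A split that mixes the SAHA labels in only 1 pair turns the SAHA effect itself into a difference. The share therefore does not test this difference, and chance is not excluded. The replicate of the SAHA-treated roots at 2 h with the highest background is not the whole source, since 387 probes were called without it, against 443 and 296 without either other replicate of that group. Values near background do not account for it either, as 417 probes were called with a floor on low signals. All 3 arrays of this SAHA group share a slide. Leaf arrays of plants without SAHA at 2 h NaCl, of which 1 lay on the earlier slide and 2 on that slide, differed by 0.0586 in the direction of the difference in roots, against a median size of 1.28, which with so few arrays decides nothing. A fit of all 36 arrays called 122 probes without the slide and 23 with it as a fixed block, so most of the fall from 566 comes with joining the tissues. With the block the median standard error rose from 0.522 to 0.804, and its link between these 2 slides is the same few leaf arrays. Slide and the time of salt treatment cannot be told apart for this difference, since in roots no group lies on both slides. It depends on single arrays, with 163 probes called without replicate 1 of the roots at 2 h NaCl without SAHA and 916 without replicate 3 of the roots at 24 h NaCl without SAHA. A biological effect of salt on the response to SAHA remains an open explanation.

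The effect of SAHA in roots differed between 24 h and 0 h NaCl for 8 probes, 2 higher and 6 lower at 24 h, against 3742 at an unadjusted p below 0.05. RknMes02_056347 was at least 232-fold lower with SAHA at 24 h, where its log2 ratio was -8.81, against -2.86 at 0 h, and the difference (standard error 0.823, limma adjusted p = 0.0381) lost its call under 15 alternatives. Of 100 splits, 8 gave a count as large, but as at 2 h such splits do not test the difference, so chance is not excluded. The count was 0 without replicate 2 of the untreated roots. No biological explanation of it was tested.

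The effect of SAHA at 0 h NaCl differed between roots and leaves for 459 probes, with 237 raised more and 222 raised less or lowered in roots. RknMes02_058688 had a log2 ratio of 4.81 in roots and -1.13 in leaves, a difference of 5.94 (standard error 0.839, limma adjusted p = 0.000258), and it was not well above background in untreated roots or in SAHA-treated leaves. In roots it was at least 6.54-fold higher with SAHA. Of 100 splits of the arrays, the real one included, 4 gave a count as large, with 1566 probes under a split other than the real one. A split that mixes only 1 tissue turns the SAHA effect of the other into a difference, so the share does not test this difference. Chance is not excluded by it. The probes raised more in roots are not simply absent from leaves, since 71.7% of them were well above background on every SAHA-treated leaf array at 0 h (exact binomial 95% confidence interval 65.5 to 77.4%), against 57% of all probes. The median leaf log2 ratio of the probes raised by SAHA in roots exceeded that of all probes by 0.0067 (SD over leaf replicates 0.015), with 56.7% of them above 0, and for the 360 of them well above background in leaves the excess was 0.087 (SD 0.07). Such medians over probes that go both ways decide nothing, so a weaker response of the same kind in leaves stays open. All leaf arrays at 0 h without SAHA lie on one slide and all with SAHA on another, so SAHA and slide are not separated in leaves. With the slide as a fixed block 89 probes were called. That block links the 2 leaf groups through replicate 3 of the SAHA-treated roots at 0 h alone, so the fall does not show how far the count depends on the slides. The count was 216 without replicate 2 of the SAHA-treated roots and 1304 without replicate 2 of the leaves without SAHA at 0 h. A difference between the tissues in the response to SAHA stays open as a hypothesis.

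SAHA alone lowered 396 probes in roots, a list that the paper does not discuss at 0 h. RknMes02_055484 was at least 30.1-fold lower (limma adjusted p = 1.28e-05), and RknMes02_057171 was at least 35.8-fold lower. The scaling between arrays does not account for the list, since the scaling that moved it most left 349 probes. Of the 10 splits of 3 arrays against 3, 1 gave as many probes up or down as the real one, which is the real one itself, and the design cannot give a share under 0.1. The arrays compared share a slide except for replicate 3 with SAHA. Without it 648 probes were lowered by the contrast's own adjusted p below 0.05, against 702 with it, so the slide is not the whole source. The same holds for the probes raised, 784 without that replicate and 929 with it. A fit of all 36 arrays with the slide as a fixed block had 122 probes lowered, against 480 without the block. That fall is no measure of the slide, since the calls also need an F-test over comparisons whose standard errors rose more. The count was 221 without replicate 1 of the roots at 2 h NaCl without SAHA. A lowering by SAHA stays open as a hypothesis, and a part of the slide in the size of the list is not excluded.

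Salt lowered 542 probes in roots at 2 h and 624 at 24 h, which the paper does not discuss. RknMes02_051360 was at least 18.7-fold lower at 2 h, and RknMes02_035125 at least 21.2-fold lower at 24 h. Under the scaling that moved each count most, 397 and 541 probes were lowered, so scaling is not the whole source. The untreated roots and the roots at 2 h lie on different slides. In a fit of all 36 arrays with the slide as a fixed block 34 probes were lowered and 88 raised at 2 h, against 559 and 875 without the block, but the block links these slides through 1 root array, which decides nothing. Leaves at 0 h without SAHA lie on the slide of the untreated roots, and those with SAHA on that of the roots at 2 h NaCl without SAHA. Of the probes that salt lowered in roots at 2 h, 8.86% differed by more than 1 in that direction between these leaf arrays (at most 21.4% on a replicate), and of the 944 raised 4.45% (at most 9.77%). A slide difference alike in both tissues is therefore not the whole source, unless SAHA cancels it in leaves. Slide as a part of it, or one in roots alone, stays open. For 24 h neither the slide nor the scan date can be separated from the treatment. Without replicate 1 of the roots at 2 h NaCl without SAHA 260 probes were lowered at 2 h, and without replicate 3 of the untreated roots 286 were lowered at 24 h. The splits of 3 arrays against 3 give the same limit as above.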

How the results depend on the processing

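The alternatives and the rules were fixed before the data were examined, except for the methods' analysis of variance on the deposited table, with its variants, and the slide as a fixed block in a fit of all 36 arrays, which were chosen after values had been seen. No result reversed. Among counts and shares that answer a comparison, 464 values under an alternative were counted as unmoved and 310 as moved. Values other than the share of SAHA-raised probes raised by salt were held to 1.5 times or the replicate spread. The share was held to its 95% confidence interval, 31.3 to 39.5%, so 30, 39.8, and 41.9% count as moved. Among single genes and smaller counts, 10662 stayed, 747 lost a call, 67 gained one, and 280 moved. The cause was not tested where none is named. Under the scaling used, the medians of all probes shifted by 0.155 (SAHA at 2 h in roots), -0.125 (NaCl at 24 h in roots), and -0.142 (NaCl at 24 h in leaves), and ratios sit on these shifts.

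Looser thresholds call more probes by construction. At an FDR of 0.001 the numbers were 10675 changed in roots and 209 in leaves. NaCl raised 1628 and lowered 1202 root probes at 2 h, and it raised 832 and lowered 1334 at 24 h. SAHA raised 932 and lowered 742 at 0 h, 1697 and 1639 at 2 h, and 639 and 699 at 24 h. The leaf comparisons had 207, the probes up in all 3 comparisons were 140, and the salt-raised probes lowered by SAHA were 508. At an FDR of 0.05 the same numbers were 28700 and 4895, then 2684 and 2621, 1650 and 2625, 1471 and 1432, 3118 and 2805, 1232 and 1295, then 2860, 221, and 910, with a share of 39.8% and 53 probes of Table S7.

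With the contrast's own adjusted p below 0.0001, NaCl raised 462 and lowered 184 probes at 2 h, and 24 and 17 at 24 h. SAHA raised 83 and lowered 21 at 0 h, lowered 408 at 2 h, and raised 21 and lowered 32 at 24 h. The share was 15.7%, with 1 probe up in all 3 comparisons, 28 lowered by SAHA, 19 entries of Table S8, 1 probe in the leaf comparisons, and a median of 1.78 at 24 h for the probes raised by SAHA alone. With that p below 0.05 the numbers were 2337 and 2201 at 2 h NaCl, 1204 and 2079 at 24 h NaCl, 929 and 702 for SAHA at 0 h, 2898 and 2408 at 2 h, 527 raised at 24 h, 560 lowered by SAHA, and 2586 in leaves.

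A fit of the 2 groups of a comparison alone, which leaves few degrees of freedom, called 0 probes up and 0 down in each root comparison. With all 36 arrays in one fit, the numbers were 1075 changed in leaves, 853 in the leaf comparisons, and 122 and 27 for the differences of the SAHA effect at 2 h and 24 h from that at 0 h. The shared spread can overstate the leaf numbers, since brighter probes vary less in roots. Leaving out dim probes, which tests fewer probes, gave 6867 changed root probes, a largest class of 2326, 1422 and 36 for the differences at 2 h and 24 h, and 711 between roots and leaves.

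A floor gave 84 changed leaf probes and 83 in the leaf comparisons. Median scaling gave 14 for the difference at 24 h. Quantile normalization gave 1106 and 35 for the differences at 2 h and 24 h, a largest class of 1797 with another pattern (lower with SAHA at each time), 18 changed leaf probes, 18 in the leaf comparisons, and 17 of Table S7. Normexp background correction gave 217 lowered by SAHA at 24 h, 43 up in all 3 comparisons, 33 entries of Table S8, 66 changed leaf probes, 65 in the leaf comparisons, and a share of 30%.

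The methods' analysis of variance gave 380 lowered by NaCl at 24 h and 233 by SAHA at 24 h, and 1 probe each for leaves changed, the leaf comparisons, and Table S7. On the deposited table it gave 381 and 232, and again 1 each in leaves. At an FDR of 0.001 it gave 53 leaf probes there, and 53 of Table S7. With 1 probe per gene it gave 51 up in all 3 comparisons and 184 lowered by SAHA, and with cassava gene models counted once 49 and 163.

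The replicate numbers do not pair the samples, since in no comparison did all 3 pairs of same-numbered arrays have a correlation of deviations over 0.1. With the replicate block, 2108 root probes were changed. NaCl lowered 304 at 2 h and 305 at 24 h. SAHA lowered 246 at 0 h, raised 571 and lowered 526 at 2 h, and lowered 225 at 24 h. The difference at 24 h had 0 probes, and leaves changed, the leaf comparisons, and Table S7 had 2 each.

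With the slide as a random block, 16759 root probes were changed. NaCl raised 2130 and lowered 1783 at 2 h, and 1289 and 2117 at 24 h. SAHA raised 1077 and lowered 857 at 0 h, 2090 and 1999 at 2 h, and 775 and 855 at 24 h. The difference at 2 h had 2744 probes, with 181 up in all 3 comparisons, 655 lowered by SAHA, and a share of 41.9%. The correlation within slides in roots was -0.164, a sign that a shared slide effect does not give, and it lowers the median standard error for salt at 2 h from 0.294 to 0.207. In leaves it was 0.00397. With the slide as a fixed block in a fit of all 36 arrays, NaCl raised 88 and lowered 34 at 2 h, and SAHA raised 133 and lowered 122 at 0 h, 159 and 147 at 2 h, and 96 and 118 at 24 h. The differences had 23 probes at 2 h, 20 at 24 h, and 89 between roots and leaves. The comparison of NaCl at 24 h cannot be estimated with that block and was left out of its F-test. Median standard errors rose with the block, from 0.369 to 0.683 for NaCl and SAHA at 2 h, which lowers the counts by itself. A scan date block could not be fitted, since every 24 h array was scanned on the other date.

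With each array left out in turn, 1890 to 4980 root probes were changed, the lowest without replicate 1 of the roots at 2 h NaCl without SAHA and the highest without replicate 3 of the roots at 24 h NaCl without SAHA. NaCl raised 539 to 1027 and lowered 260 to 710 at 2 h, and raised 267 to 607 and lowered 286 to 1048 at 24 h. SAHA raised 352 to 586 and lowered 221 to 493 at 0 h, raised 527 to 1050 and lowered 409 to 1008 at 2 h, and raised 234 to 388 and lowered 195 to 395 at 24 h. The share ran from 34.1 to 41.5%, the number up in all 3 from 48 to 102, the number lowered by SAHA from 140 to 321, the carried median at 24 h from 0.935 to 1.17, and the entries of Table S8 from 48 to 54. The differences ran from 163 to 916 at 2 h, from 0 to 21 at 24 h, and from 216 to 1304 between roots and leaves. Leaves changed and the leaf comparisons ran from 0 to 27, and Table S7 from 0 to 24, with 0 without replicate 1 or without replicate 2 of the SAHA-treated leaves at 0 h. An array left out lowers the power by construction.

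Signal over background limits what can be measured. On the array of highest background noise 49.13% of the probes were well above background, and folds against dim groups are bounds.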

Differences from the paper's values

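The combinations of the methods' analysis of variance with the deposited table were chosen after the values had been seen.

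The paper's number of changed genes in leaves is 53, and 33 probes were called here. The paper states an FDR below 0.0001, but the FDRs printed in Table S7 lie between 0.0001 and 0.001 for nearly all of its probes, so the paper's number is not a count at the threshold used here. At an FDR of 0.001 the moderated F-test called 209 probes. Of the alternatives set before the data were examined, normexp background correction (66) and leaving out dim probes (37) came within 1.5 times of the paper's, and the other alternatives, from 0 without replicate 1 or replicate 2 of the SAHA-treated leaves at 0 h to 4895 at an FDR of 0.05, did not. The methods' analysis of variance at an FDR of 0.001, chosen after seeing the values, gave 51 leaf probes on the values used here and 53 on the deposited table.

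The paper's number of genes up by SAHA and by salt is 27, and 87 probes were up with SAHA alone and by NaCl at both times. The paper's text describes its number as up by salt at either or both times, while Fig. S2A places it where all 3 circles meet, which is the count compared here. Up with SAHA alone and by salt at either or both times were 191 probes. In the paper, the genes up by SAHA at 0 h NaCl (Venn diagram) are about 380 in Fig. S2A, read by eye, and 421 in the text. None of the alternatives set before the data were examined came within 1.5 times, with values from 1 with the contrast's own adjusted p to 221 at an FDR of 0.05 and with 43 under normexp background correction. Chosen after seeing the values, the methods' analysis of variance on the deposited table gave 51 with 1 probe per gene and 49 with cassava models counted once.

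The paper's number of salt-up genes lowered by SAHA is 141, and 289 probes were found. Set before the data were examined, the methods' analysis of variance (205) and the replicate block (204) came within 1.5 times. So did leaving out replicate 2 or 3 of the untreated roots (199 and 201), replicate 1 or 2 of the SAHA-treated roots at 0 h (207 and 192), replicate 1 of the roots at 2 h NaCl without SAHA (140), replicate 1 or 2 of the SAHA-treated roots at 2 h (202 and 211), and replicate 1 of the SAHA-treated roots at 24 h (200). The other alternatives, from 28 with the contrast's own adjusted p to 910 at an FDR of 0.05, did not. Counting cassava models once on the deposited table, chosen after seeing the values, gave 163, and 1 probe per gene gave 184.

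The paper's number of genes up by NaCl at 24 h (Venn diagram) is about 250 in Fig. S2A, read by eye, and 456 probes were up. Set before the data were examined, the methods' analysis of variance (338), normexp (320), the replicate block (323), and 14 of the 18 arrays left out in turn, down to 267 without replicate 3 of the untreated roots, came within 1.5 times. Without replicate 2 or 3 of the roots without SAHA at 2 h NaCl (421 and 411) or at 24 h NaCl (425 and 607) the number did not. The other alternatives did not, among them 1 probe per gene (380) and quantile normalization (532). On the deposited table the methods' analysis of variance, chosen after seeing the values, gave 337.

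The paper's number of genes down by SAHA at 2 h NaCl (Venn diagram) is about 530 in Fig. S2B, read by eye, and 864 probes were down. Set before the data were examined, the methods' analysis of variance (631), the contrast's own adjusted p (408), 1 probe per gene (770), normexp (681), median scaling (727), a floor (681), the replicate block (526), and each array left out in turn except replicate 3 of the roots at 24 h NaCl without SAHA (1008) came within 1.5 times. Quantile normalization (911), the deposited table (864), leaving out dim probes (1160), all 36 arrays (983), the slide as a random block (1999), the looser thresholds, and the 2 groups alone did not.

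The paper's number of genes down by SAHA at 24 h NaCl (Venn diagram) is about 140 in Fig. S2B, read by eye, and 373 probes were down. Set before the data were examined, leaving out replicate 3 of the untreated roots (200) or replicate 1 of the roots at 2 h NaCl without SAHA (195) came within 1.5 times. The other alternatives set then did not, among them normexp (217) and the methods' analysis of variance (233). The slide as a fixed block in a fit of all 36 arrays, chosen after seeing the values, gave 118, which came within 1.5 times as well.

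The paper's numbers are matched by different inputs. On the values used here, the methods' analysis of variance gave 4389 changed probes in roots, the number that the paper states, but 422, 746, and 268 up with SAHA at 0, 2, and 24 h. On the deposited table, chosen after seeing the values, it gave 4387 changed probes, but 421, 745, and 268 up, which the paper states. No input matched all 4 numbers.

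The paper calls MeAOC3-2 responsive to salt. Its F-test FDR was 0.004, and it was not called. It was called up at 2 h NaCl, with a log2 ratio of 2.84, at an FDR of 0.05 and with the contrast's own adjusted p below 0.05, and so it was for SAHA at 24 h NaCl (3.99). At an FDR of 0.05 it was also up with SAHA alone (1.09).

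From its transcriptome the paper reports no significant change of the SOS1, NHX1, and HKT1 homologs. Its qRT-PCR gave a slight rise of MeSOS1 with SAHA, which the paper proposes might add to tolerance. None was called here by the rule for up and down, but 2 comparisons of SOS1 probes and 3 of NHX1 probes had a limma adjusted p below 0.05, among them SAHA at 2 h NaCl for the NHX1 probe RknMes02_001436 (log2 ratio 0.91). Both SOS1 comparisons were rises with SAHA at 2 h NaCl, the direction of the paper's qRT-PCR.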

Other observations

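Chosen only after the results were seen were the test of background noise on 1 root array, the tests of the slide for SAHA at 2 h, and the test with rescaled leaf variances. The test that put root variances in the place of leaf variances was planned.

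Splits of the arrays were counted for each test across probes. For changed probes in roots, changed probes in leaves, and probes up or down in a leaf comparison, 1 of 100 splits, the real one, gave a count as large, and chance is excluded. In each of the 5 root comparisons 1 of 10 splits did, and a share of 10 splits cannot exclude chance. The highest count of any other split was 20 for NaCl at 2 h and 104 at 24 h, and 20, 50, and 125 for SAHA at 0, 2, and 24 h, against 1486, 1080, 937, 1795, and 720 observed. In 5 simulations with no effects 0 root probes were called changed.

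Few probes were changed in leaves. With the residual variances of the root fit put in place of those of the leaves, 3444 leaf probes were called, which the planned test would have read as a sign that spread between leaf replicates is the source. The same exchange on 20 drawn groupings of the leaf arrays called a median of 806.5 probes (206 to 3248), so the exchange makes calls without effects, and the test is void. With the leaf variances rescaled to the median of the roots, a variance ratio of 1.1, 50 probes were called. That ratio is over all probes, dim ones included. For probes well above background on all arrays of the tissue the median residual SD was 0.303 in leaves and 0.187 in roots, against 0.386 and 0.373 over all probes. The spread is therefore not larger in all leaf probes alike, but a larger spread among the brighter leaf probes stays open as a source of the few calls, as does a weaker response of leaves.

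More of the probes raised by SAHA alone than of those raised by salt were dim in untreated roots. This concerns probe signals and does not rank the transcript levels of different genes. No untreated root array had 19.4% of the former well above background, against 10.3% of the latter and 32.4% of all probes. Among probes in only one of the lists the shares were 20 and 8.54% (Fisher's exact test, two-sided, p = 7.8e-08, across probes, which are not independent). These shares restate the pattern, so they do not test whether dim probes reach large ratios more easily, and that stays open. No biological explanation was tested.

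The overlap between SAHA-raised and salt-raised probes is not due to shared arrays alone, since simulations with effects on unrelated probes of the whole array gave a share of at most 7.27% and at most 29 probes lowered by SAHA, against 35.3% and 289 observed. With unrelated effects among the changed probes only, the share reached 33.5% and the number lowered by SAHA 234, so the excess over probes that respond to any treatment is small for the share. With no effects, the log2 ratios of SAHA alone and of NaCl at 2 h correlated across probes at 0.499, against 0.281 observed, and those of SAHA at 2 h and NaCl at 2 h at -0.496, against -0.271 observed. With unrelated effects on the whole array the first correlation ran from 0.306 to 0.328, and among the changed probes from 0.305 to 0.339, all above the observed one, so it gives no sign of a shared effect of SAHA and salt. The second ran from -0.303 to -0.271 among the changed probes. Probes are not independent replicates.

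The effect of SAHA at 2 h NaCl in roots lies between 2 slides. Probes raised by SAHA at 0 h within 1 slide, by the contrast's own adjusted p below 0.05 and without replicate 3 of the SAHA-treated roots, were raised by more than 1 at 2 h in 71.3% (67.9 to 71.4% on single replicates), against 7.3% of all probes. For those lowered the share was 71.6% (67.4 to 72.5%), against 5.85%. The 2 comparisons share no array, so the slide is not the whole source for probes that move at both times. For the 508 probes raised and the 509 lowered at 2 h and not at 0 h, SAHA and slide cannot be told apart, since in roots no group lies on both slides.

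SAHA may damp the salt response of probes raised by salt at 2 h. Picked from the roots without SAHA, 83.5% of 944 probes changed less from 0 h with SAHA, but that choice favors a smaller change. Picked from the SAHA-treated roots, 55.7% did, and 60.2% relative to the median of all probes. Of the 591 probes up in both, 73.6% did, with median log2 changes of 2.05 without and 1.63 with SAHA. The slide of each group is not separated from this.

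The effect of NaCl at 24 h in roots cannot be fully told apart from the scan date. Of the 456 probes up at 24 h, 331 were also up at 2 h, which was scanned with 0 h. This argues against the scan date as the whole source for these 331 probes. Both comparisons use the same untreated arrays on one slide, so a part of the scan date or the slide stays open. Of the 1080 root probes called, 80.3% moved the same way in leaves relative to the median of all probes, with a median log2 ratio of 0.95 there and a median size of 1.58 in roots. For NaCl at 2 h, scanned with 0 h, the share was 83.8%, so a shared direction in both tissues does not need the scan date.

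On 1 root array, replicate 3 of the SAHA-treated roots at 2 h, fewer probes were well above background. The SD of its negative control spots was 10.37, against 2.542 to 4.026 on the other arrays, which is consistent with higher background noise on that array. Its correlations, 0.9621 on average with its own group against at most 0.9526 with another root group, give no sign of a mislabelled sample. The measure does not decide this, since replicates 1 and 2 of the same group had 0.9752 and 0.9765 with their own group. With another group these replicates had up to 0.9763 and 0.9775.

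On the arrays, MePAL1, MeCAD6, and MeCOMT1 of the lignin pathway had log2 ratios with SAHA of 1.94, 0.59, and 3.70 at 0 h (limma adjusted p = 0.0108, 0.101, and 0.00159), and of 1.06, 1.29, and 2.15 at 2 h NaCl. Their qRT-PCR values are not in the files. MePAL1 and MeCOMT1 were not well above background in the untreated roots, and at 0 h they were at least 1.99-fold and at least 4.44-fold higher with SAHA.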
